# The BMP signaling gradient is interpreted through concentration thresholds in dorsal–ventral axial patterning

**DOI:** 10.1371/journal.pbio.3001059

**Published:** 2021-01-22

**Authors:** Hannah Greenfeld, Jerome Lin, Mary C. Mullins

## Abstract

Bone Morphogenetic Protein (BMP) patterns the dorsal–ventral (DV) embryonic axis in all vertebrates, but it is unknown how cells along the DV axis interpret and translate the gradient of BMP signaling into differential gene activation that will give rise to distinct cell fates. To determine the mechanism of BMP morphogen interpretation in the zebrafish gastrula, we identified 57 genes that are directly activated by BMP signaling. By using Seurat analysis of single-cell RNA sequencing (scRNA-seq) data, we found that these genes are expressed in at least 3 distinct DV domains of the embryo. We distinguished between 3 models of BMP signal interpretation in which cells activate distinct gene expression through interpretation of thresholds of (1) the BMP signaling gradient slope; (2) the BMP signal duration; or (3) the level of BMP signal activation. We tested these 3 models using quantitative measurements of phosphorylated Smad5 (pSmad5) and by examining the spatial relationship between BMP signaling and activation of different target genes at single-cell resolution across the embryo. We found that BMP signaling gradient slope or BMP exposure duration did not account for the differential target gene expression domains. Instead, we show that cells respond to 3 distinct levels of BMP signaling activity to activate and position target gene expression. Together, we demonstrate that distinct pSmad5 threshold levels activate spatially distinct target genes to pattern the DV axis.

## Abstract 2

This study tested three models of how a BMP morphogen gradient is translated into differential gene activation that specifies distinct cell fates, finding that BMP signal concentration thresholds, not gradient shape or signal duration, position three distinct gene activation domains.

## Introduction

During embryonic patterning, the molecular identity of unspecified cells is determined by the location of each cell within the embryo [1]. Thereby, a cell’s position becomes translated into a specific cell fate. This positional information is provided by gradients of secreted signaling molecules called morphogens, which induce the specification of multiple cell fates [2–5]. The genetic programs underlying different cell fates are activated in distinct regions of tissue within the morphogen gradient. The proper position of gene expression boundaries is essential during development because these domains determine the differentiation and relative abundance of distinct cell types. A fundamental question in developmental biology is how a graded morphogen signal is translated into discrete gene expression domains to specify cell fate.

Multiple mechanisms have been proposed for how morphogen gradients provide positional information to pattern a tissue. Cells in different positions along the gradient may respond to (1) different signaling concentrations; (2) different lengths of signal exposure; or (3) different spatial slopes of the signaling gradient. There is evidence that cells can read out each of these aspects of a morphogen gradient to activate different genes in different contexts. For example, the Bicoid transcription factor morphogen gradient activates target genes through different concentration thresholds to pattern the anterior–posterior (AP) axis of *Drosophila* [6,7]. In contrast, the duration of Sonic Hedgehog (Shh) ligand exposure has been shown to pattern gene expression in the vertebrate neural tube and in the limb bud [8,9]. There is conflicting evidence for the mechanism of Bone Morphogenetic Protein (BMP) morphogen interpretation. Both the duration of BMP signaling [10] and different BMP ligands [11] have been suggested as mechanisms responsible for establishing dorsal interneuron identities in the neural tube, while BMP has been shown to pattern gene expression in a concentration-dependent manner in human and mouse embryonic stem cells [12,13]. While in *Drosophila*, there is evidence that cells read out the spatial slope of the Dpp (the BMP homolog) gradient to regulate cell proliferation in the imaginal wing disc [14]. Dpp signaling was shown to regulate the activity of the intercellular Fat signaling pathway, allowing cells to sense differences in signaling activity between neighboring cells [15].

A BMP morphogen signaling gradient is required early in embryonic development to pattern the dorsal–ventral (DV) embryonic axis in vertebrates and invertebrates [16–18]. Despite its fundamental role to pattern tissues along the DV axis in all metazoans, the mechanism by which the BMP signaling gradient is interpreted into positional information and multiple cell fates along the axis is not known. In the zebrafish (*Danio rerio*), loss of BMP signaling eliminates epidermis, placodes, neural crest, and ventral mesendoderm and leads to a massive expansion of neural tissues [19–21]. A gradient of BMP2/7 signaling activity across the embryo forms during gastrulation, with the highest level of signaling ventrally and the lowest levels dorsally [22,23]. This signaling gradient is transduced through a heterotetrameric receptor complex that phosphorylates and activates the transcription factor, Smad5 [24]. BMP signaling activity is thus interpreted by cells through nuclear accumulation of phosphorylated Smad5 (pSmad5) to specify different ventral cell fates [25]. pSmad5 in complex with co-Smad4, in turn, activates gene expression [26,27].

Changing the level of BMP signaling across the embryo shifts the position and relative proportion of ventral cell fates, demonstrating that the gradient shape is important for patterning [20,28–32]. The shape of the BMP signaling gradient depends on the extracellular antagonist Chordin, which binds the BMP ligand and blocks signaling in the dorsal region of the embryo [23,28,33–35]. The BMP signaling gradient is dynamic during late blastula to mid-gastrula stages; thus, pSmad5 nuclear levels differ across the embryo both in space and time [22,23]. However, it remains unknown if gradient shape or gradient dynamics play a role in positioning gene expression domains that specify ventral cell fates along the DV axis.

Here, we investigated the mechanism by which BMP signaling provides positional information to cells across the DV embryonic axis. We identified greater than 50 genes that directly read out the BMP signaling gradient to specify distinct ventral–lateral cell fates along the DV axis. We tested 3 prominent mechanisms of morphogen gradient interpretation: interpretation by signaling gradient slope, by BMP signal duration, and by signaling gradient concentration thresholds. By using quantitative measurements of pSmad5 in all nuclei of the embryo to investigate the spatial relationship between BMP signaling activity levels and the activation of different target genes, we eliminated BMP gradient slope and BMP signal duration as mechanisms positioning target gene expression. We determined that cells respond to at least 3 distinct levels of pSmad5 to activate different target genes, and these threshold levels of pSmad5 can precisely position gene expression boundaries in the embryo.

## Results

### Identification of target genes directly patterned by the BMP gradient

BMP signaling is essential for ventral tissue specification, but it remains unknown how graded BMP signaling is interpreted by cells of the embryo to generate the distinct gene expression domains that pattern the DV axis. Only a limited number of genes directly regulated by BMP signaling have been identified in the zebrafish gastrula. To identify the genes responding to the BMP gradient, we determined which genes are directly activated by pSmad5 from all BMP-dependent gene expression during gastrulation. 

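Wild-type and bmp7 mutant embryos were sequenced as 2 libraries per genotype at 6 hpf and 2 at 8 hpf, each from the RNA of 40 embryos. The mutants carry a mutation in bmp7a, which encodes a BMP ligand. The transcript of bmp7a (RefSeq NM_131321) stood at 54.3 ± 2.87 CPM (SD, n = 2; counts scaled to a common library size) in wild-type and 2.24 ± 0.865 CPM (SD, n = 2) in mutant embryos at 6 hpf. This is a log2 fold change of 4.59 (standard error 0.34, adjusted p = 0.000328). At 8 hpf its levels were 36.9 ± 2.15 and 0.595 ± 0.257 CPM (SD, n = 2 each), a log2 fold change of 6.15 (standard error 0.41, adjusted p = 0.000209). Libraries were made from polyadenylated RNA, and the authors aligned the reads to the zebrafish genome GRCz11 with the RNA-seq Unified Mapper. The deposited table gives raw read counts for 14532 RefSeq transcripts of 13830 gene symbols, and these counts were used. Total counts were 19549488 and 23153881 in the wild-type libraries at 6 hpf and 16093361 and 16142613 at 8 hpf. In the mutant libraries they were 13725192 and 12816993 at 6 hpf, and 5034277 and 19326577 at 8 hpf, so 1 library is shallower than the rest. Transcripts with few reads were left out by the edgeR function filterByExpr with a minimum count of 10, which kept 10555 transcripts of 10029 genes. The 8 libraries were normalized by TMM and fitted together as 4 groups with the edgeR quasi-likelihood test, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. A gene with several transcripts is reported by the one with the highest mean count, and log2 fold changes are wild-type over mutant. The table heads the control libraries as heterozygous (Aub-/+), while the paper and the sample labels give wild-type, the name used here. The paper does not say whether the replicates came from separate crosses. It states that homozygous adults were the parents of all bmp7a homozygous embryos, so mutant and control embryos did not share both parents. Effects of the mutation can thus not be told apart from differences between the parents or lines in any comparison of the genotypes.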

BMP-dependent gene expression was determined by performing RNA sequencing (RNA-seq) on wild-type and *bmp7* mutant embryos (*bmp7a*^*sb1aub*^) at 2 time points when the BMP signaling gradient patterns ventral tissues: early (shield) and mid-gastrula (70% epiboly) stages [22,36,37]. All ventral tissue specification is absent in *bmp7* mutants, and the activation of Smad5 is abolished (Fig 1A, S1A and S1B Fig) [20,21,38]. 

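At 6 hpf, 1548 of 10029 genes differed between wild-type and bmp7 mutant embryos by edgeR, 912 higher and 636 lower in wild-type. At 8 hpf, 316 genes differed, 203 of them higher in wild-type and the others lower. The counts depend on the test and the fit: they were 854 and 577 with each stage fitted apart, and 2089 and 929 with the edgeR exact test. bmp4, which encodes another BMP ligand, was higher in wild-type at both stages, with a log2 fold change of 2.40 (standard error 0.32, adjusted p = 0.00432) at 6 hpf and 3.54 (standard error 0.35, adjusted p = 0.00137) at 8 hpf. acp7, which encodes an acid phosphatase, was lower in wild-type, with log2 fold changes of -5.08 (standard error 0.38, adjusted p = 0.000328) and -3.92 (standard error 0.39, adjusted p = 0.00137). Both stages shared 168 genes higher and 85 genes lower in wild-type, where 18.5 and 7.17 would be shared if the calls were independent. The calls come from the same fit, and whether same-numbered libraries are linked between the stages was not tested. No gene was called in opposite directions, and 313 of the 316 genes called at 8 hpf had the same sign at 6 hpf. Across genes, which are not independent replicates, the log2 fold changes of the 2 stages correlated with r = 0.735. In every called gene both libraries of one genotype lay above both of the other, an order that 61.7% of all tested genes have at 6 hpf and 57.6% at 8 hpf, and that chance gives 33.3%. A test of the difference between the stages called 0 genes with edgeR, with 555 genes at an unadjusted p under 0.05 and 29 genes called by DESeq2. Leaving out wild-type 8 hpf replicate 1 raised that 0 to 6 genes. The 6 hpf count was 482 without wild-type 6 hpf replicate 1, 577 and 262 without mutant 6 hpf replicates 1 and 2, and 921 and 918 without mutant 8 hpf replicates 1 and 2. At 8 hpf, 86 genes higher and 31 lower were called without wild-type 8 hpf replicate 1, 87 and 24 without replicate 2, and in all 49 and 44 without mutant 8 hpf replicates 1 and 2.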

We identified 1,559 genes that were differentially expressed (false discovery rate [FDR] < 0.05) in *bmp7* mutant compared to wild-type embryos at an early gastrula stage (S1C Fig) and 852 genes that were differentially expressed at mid-gastrulation (Fig 1B). Most differentially expressed genes were down-regulated in *bmp7* mutants compared to wild-type embryos at both early and mid-gastrula stages, including many known markers of ventral tissues reflecting a loss of ventral cell fates (Fig 1B, S1C Fig).

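Genes of the non-neural ectoderm, the ventral tissue that forms epidermis, were higher in wild-type than in bmp7 mutant embryos. Of 12 such genes listed from textbook knowledge, 5 were higher at 6 hpf and 7 at 8 hpf by edgeR, and none was lower (7 and 11 higher when adjusted over the list alone). The list ranked above other genes at 6 hpf (camera, adjusted p = 0.000532; adjusted p = 0.248 with an estimated correlation) and at 8 hpf (adjusted p = 1.16e-25; adjusted p = 0.0219 with an estimated correlation). Of 10 genes of ventral mesoderm and blood, 3 were higher at 6 hpf and 4 at 8 hpf (5 at each stage when adjusted over the list alone), with adjusted p = 0.0216 and 2.65e-06 by camera (adjusted p = 0.18 and 0.0463 with an estimated correlation). Genes of the placodes, the neural crest and the neural plate border were higher in 5 of 17 cases at each stage (5 and 6 when adjusted over the list alone; camera, adjusted p = 0.00158 and 8.24e-07, or adjusted p = 0.147 and 0.027 with an estimated correlation). Among them is msx1a, a homeobox gene of the neural plate border, with a log2 fold change of 3.30 (standard error 0.53, adjusted p = 0.00795) at 6 hpf. Of the 3 genes vox, vent and ved, homeodomain repressors of dorsal fates, ved was higher at 6 hpf and vox and ved at 8 hpf, and all 3 were when adjusted over the list alone at 8 hpf (adjusted p = 0.0219 with an estimated correlation). At 6 hpf, ved had a log2 fold change of 1.60 (standard error 0.18, adjusted p = 0.0021). Among 24 genes of the neural ectoderm, a dorsal tissue, 2 were higher and 2 lower in wild-type at 6 hpf (2 and 3 when adjusted over the list alone). At 8 hpf 1 was higher and 1 was lower, and when adjusted over the list alone 1 was higher and 9 were lower (camera, adjusted p = 0.00105; adjusted p = 0.316 with an estimated correlation). Among 13 genes of the dorsal organizer, shha was higher at both stages. shha had few reads, with 2.34 and 4.39 CPM in wild-type at 6 and 8 hpf when all libraries were normalized together. It is among the 48 genes at least 16-fold different at both stages, some of which a different genetic background may explain. chrd, which encodes a BMP antagonist, was lower at 8 hpf, with a log2 fold change of -1.13 (standard error 0.24, adjusted p = 0.0433). When adjusted over the list alone, 1 organizer gene was higher at each stage and 2 were lower at 8 hpf. The chrd call did not hold when a library was left out (adjusted p = 0.191 without wild-type 8 hpf replicate 1, 0.0916 without wild-type 8 hpf replicate 2, 0.239 without mutant 8 hpf replicate 1 and 0.176 without mutant 8 hpf replicate 2; 0.00113 to 0.239 over all settings tried). Of the called genes, 58.9% were higher in wild-type at 6 hpf and 64.2% at 8 hpf. The paper states that the lower expression of ventral markers in the mutants reflects a loss of ventral cell fates (Fig 1B, S1C Fig).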

**Fig 1:**
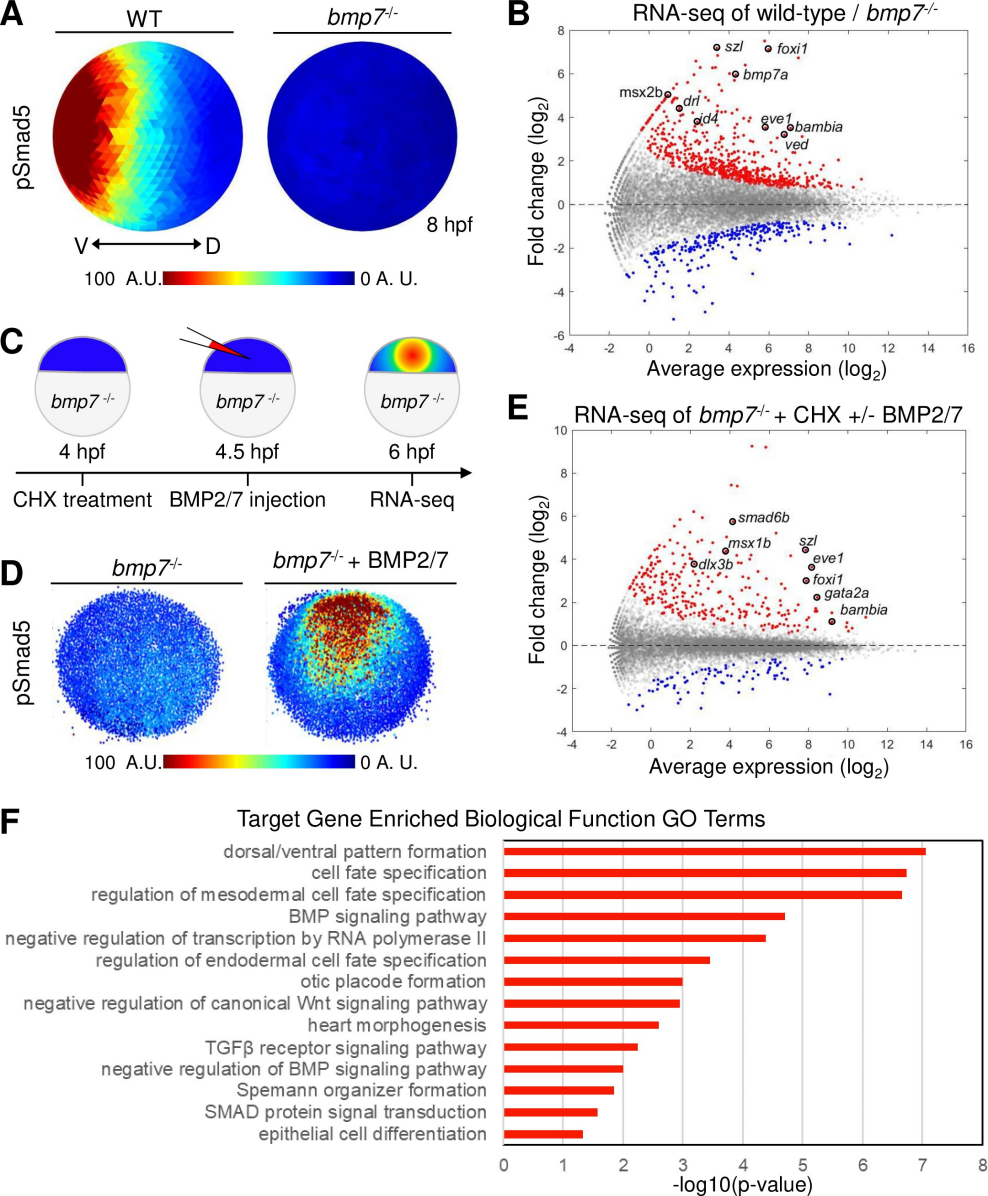
Direct targets of BMP signaling in DV axial patterning. **(A)** Animal view, dorsal to right of mean pSmad5 intensities at mid-gastrula stage (8 hpf) WT (*n* = 4) and *bmp7* mutant (*n* = 3) embryos. **(B)** Differential gene expression in WT and *bmp7* mutants at 8 hpf using RNA-seq. Significantly up-regulated genes in WT compared to *bmp7* mutants are shown in red, and significantly down-regulated genes are shown in blue. All other genes are shown in gray. A subset of known BMP-dependent genes is highlighted. See Table A in S1 Data for underlying data. **(C)** Schematic of method to isolate RNA for sequencing from CHX-treated *bmp7* mutant embryos injected with BMP2/7 protein. **(D)** Representative image of pSmad5 intensities of all nuclei of an individual *bmp7* mutant (*n* = 9) and *bmp7* mutant injected with 10 pg of BMP2/7 protein (*n* = 9). Animal pole facing up. **(E)** Differential gene expression using RNA-seq of CHX-treated *bmp7* mutants versus CHX-treated *bmp7* mutants injected with BMP2/7 protein. Significantly up-regulated genes with BMP2/7 protein injection are shown in red, and significantly down-regulated genes are shown in blue. All other genes are shown in gray. A subset of BMP direct target genes is highlighted. See Table B in S1 Data for underlying data. **(F)** GO term analysis for biological processes of the 57 direct target genes. See Table C in S1 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; CHX, cycloheximide; DV, dorsal–ventral; GO, Gene Ontology; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; RNA-seq, RNA sequencing; TGFβ, Transforming Growth Factor Beta; WT, wild-type.

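The genes named in the plot are ventrally expressed or belong to the BMP pathway. bambia, which encodes a pseudoreceptor that limits BMP signaling (RefSeq NM_131784), was at 237 ± 0.382 CPM (SD, n = 2) in wild-type and 21.5 ± 1.58 CPM (SD, n = 2) in bmp7 mutant embryos at 8 hpf, a log2 fold change of 3.46 (standard error 0.24, adjusted p = 0.000224). szl, which encodes a secreted inhibitor of the proteases that cleave Chordin, had 641 counts in the wild-type and 1 in the mutant libraries (RefSeq NM_181663). Its normalized level was 465 times as high in wild-type (95% counting interval 83.1 to 18384; adjusted p = 0.0019 from edgeR). The homeobox gene ved stood at 188 ± 23.8 and 21.4 ± 0.971 CPM (SD, n = 2 each), with a log2 fold change of 3.13 (standard error 0.19, adjusted p = 0.000134). id4, an inhibitor of bHLH transcription factors, had a log2 fold change of 3.97 (standard error 0.59, adjusted p = 0.0109). drl, a zinc finger gene of the lateral mesoderm, was 37.0 times as high in wild-type (95% counting interval 12.4 to 181; adjusted p = 0.0323), and its counts lie within 5% of those of zgc:136538. For the homeobox gene msx2b, with 0 counts in the mutants, the fold change was at least 24.2 against 3 counts over the group, and it did not pass the test (adjusted p = 0.06). Calls were lost for szl (adjusted p = 0.0528 without mutant 8 hpf replicate 2), for id4 (adjusted p = 0.148 without mutant 8 hpf replicate 2) and for drl (adjusted p = 0.114 without wild-type 8 hpf replicate 1, 0.158 without mutant 8 hpf replicate 1 and 0.261 without mutant 8 hpf replicate 2). Without wild-type 8 hpf replicate 2 msx2b passed (adjusted p = 0.0428); over all settings tried the adjusted p ranged from 2.9e-17 to 0.0528 for szl, 6.26e-08 to 0.148 for id4, 5.6e-05 to 0.261 for drl and 0.000105 to 0.288 for msx2b.

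**Figure D1:**
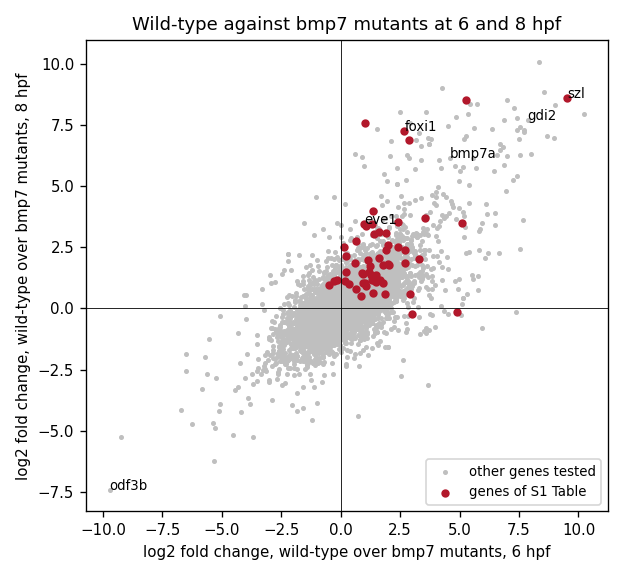
Log2 fold changes of wild-type over bmp7 mutant embryos at 6 hpf (horizontal axis) and 8 hpf (vertical axis) for each gene tested (points), with the genes of S1 Table in red. Of the genes called at 8 hpf, 313 of 316 have the same sign at both stages; positions of genes with 0 counts in a group depend on the prior count.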

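Of the genes named in the plot, smad6b encodes an inhibitory Smad (RefSeq NM_001045051) and stood at 34.8 ± 9.39 CPM (SD, n = 3) with and 0.531 ± 0.428 CPM (SD, n = 3) without BMP2/7 protein in CHX-treated mutants. This is a log2 fold change of 5.94 (standard error 0.50, adjusted p = 0.00123) from edgeR. gata2a, a GATA transcription factor gene of ventral ectoderm and blood, was at 574 ± 68.9 and 121.2 ± 4.43 CPM (SD, n = 3 each), a log2 fold change of 2.24 (standard error 0.12, adjusted p = 0.000122). The homeobox gene msx1b had a log2 fold change of 4.48 (standard error 0.41, adjusted p = 0.00195), and dlx3b, a homeobox gene of epidermis and placodes, a log2 fold change of 3.97 (standard error 0.51, adjusted p = 0.00657). id4, the bHLH inhibitor gene, had a log2 fold change of 4.07 (adjusted p = 0.0136). The dlx3b call was lost at an adjusted p of 0.0512 without CHX replicate 1, and the id4 call at 0.0604 without CHX and BMP2/7 replicate 1, with 7.08e-13 to 0.0512 and 2.1e-14 to 0.0604 over all settings tried.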

To identify the subset of BMP-dependent genes that are directly regulated by BMP signaling, we treated *bmp7* mutant embryos at 4 hours post fertilization (hpf) with cycloheximide (CHX), a translation inhibitor, and then injected BMP2/7 recombinant protein into the intercellular space of the blastula (Fig 1C). First, we chose 4 hpf because the zygotic genome has been activated by this time point [39–41], but the DV axis has yet to be patterned, and all cells of the embryo remain competent to respond to BMP signaling [22]. Second, translation was inhibited with CHX to prevent the expression of secondary targets but not direct targets of BMP signaling. Finally, embryos were injected with BMP2/7 protein to activate BMP signaling and induce robust phosphorylation of Smad5 in *bmp7* mutant embryos (Fig 1D).

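Embryos of the bmp7 mutant were treated with cycloheximide (CHX), which blocks translation, at 10 µg/ml, and were injected with 10 pg of BMP2/7 protein or not injected. RNA was taken 90 minutes after injection from 50 embryos per library, and 3 libraries per group were sequenced. The paper describes no libraries of embryos injected with the solution alone. Changes credited below to BMP2/7 protein can thus not be told apart from effects of the injection. The paper gives 4 hpf as the time of CHX treatment, and the sample labels give 4 hpf as the stage. bmp7a itself stood at 31.3 ± 4.73 CPM (SD, n = 3) with and 22.4 ± 4.78 CPM (SD, n = 3) without BMP2/7 protein, a log2 fold change of 0.48 that did not pass the test (adjusted p = 0.467, edgeR). Total counts were 11619885, 16911039 and 10482055 in the CHX libraries, and 19604036, 11802649 and 9391755 with BMP2/7 protein. The counts were made as for the untreated embryos, and the 6 libraries were fitted apart from those as 2 groups. After the filter, 9937 transcripts of 9444 genes were tested, and log2 fold changes are CHX with BMP2/7 protein over CHX alone. Once the group means were removed, the libraries of both groups that share a replicate number correlated across transcripts, with r = 0.401, 0.815 and 0.659. Because the numbers thus pair the libraries, many results are also given with the replicate number added as a block. The fit without a block was chosen before the correlations were seen.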

Total RNA was isolated 1.5 hours postinjection from *bmp7* mutant embryos treated with CHX with or without BMP2/7 protein injection for RNA-seq analysis. 

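BMP2/7 protein raised 180 genes and lowered 33 in CHX-treated bmp7 mutants, 213 of 9444 genes tested, by edgeR. tbx3a, a T-box transcription factor gene (RefSeq NM_001101670), stood at 113.5 ± 21.6 CPM (SD, n = 3) with and 0.102 ± 0.0210 CPM (SD, n = 3) without BMP2/7 protein, a log2 fold change of 9.97 (standard error 0.29, adjusted p = 6.12e-06). nog2, which encodes a Noggin that binds and blocks BMP ligands, had 3021 counts in the libraries with the protein and 1 in those without it. The ratio of its levels was 2814 (95% counting interval 505 to 111170, adjusted p = 2.59e-05 from edgeR). With all libraries normalized together, nog2 stood at 57.6 CPM with the protein. In untreated wild-type embryos it stood at 0.0988 CPM at 6 hpf and 0.405 CPM at 8 hpf. loxl2a, which encodes a lysyl oxidase that crosslinks collagen, had a log2 fold change of 7.98 (standard error 0.32, adjusted p = 2.59e-05). dlx2a, a homeobox gene, had a log2 fold change of 8.21 (standard error 0.62, adjusted p = 0.000903). Among the lowered genes, irf8, a transcription factor gene of macrophages, had a log2 fold change of -2.80 (standard error 0.32, adjusted p = 0.00405). egln3, which encodes a hydroxylase of hypoxia-inducible factor, had a log2 fold change of -2.24 (standard error 0.24, adjusted p = 0.0032). Of the called genes, 84.5% were raised, and in each of them the 3 libraries of one group lay above the 3 of the other, an order that 16.1% of all tested genes have and that chance gives 10%. With the replicate number as a block, 750 genes were called, 422 raised and 328 lowered. Without CHX replicate 1 the count was 89, and without CHX and BMP2/7 replicate 1 it was 101.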

We identified 363 genes that were differentially expressed (FDR < 0.05) in embryos injected with BMP2/7 protein (Fig 1E). In BMP2/7 injected and CHX-treated embryos, a known direct target of BMP signaling, *foxi1* [42], was confirmed to be expressed by in situ hybridization 1.5 hours after injection (S1D Fig). 

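Transcription factor genes of the Msx and Dlx families, which act in the epidermis and at the border of the neural plate, were raised by BMP2/7 protein in CHX-treated mutants. Of 8 such genes measured, 6 rose by edgeR (6 when adjusted over the list alone; camera, adjusted p = 8.92e-43; adjusted p = 0.00416 with an estimated correlation), and dlx1a had a log2 fold change of 6.01 (standard error 0.50, adjusted p = 0.0011). Of 18 Hox genes, which pattern the trunk and tail, 9 rose and none fell (12 higher when adjusted over the list alone; camera, adjusted p = 9.57e-26; adjusted p = 0.0247 with an estimated correlation). Among the Hox genes, hoxc9a was 336 times as high with BMP2/7 protein as without it (95% counting interval 60.0 to 13316; adjusted p = 0.00114). Genes of the paraxial mesoderm and tailbud rose in 5 of 12 cases (6 when adjusted over the list alone; camera, adjusted p = 3.35e-13; adjusted p = 0.0423 with an estimated correlation), among them ta, the Brachyury gene, with a log2 fold change of 1.32 (standard error 0.13, adjusted p = 0.00267). Of 11 Notch pathway and her genes, dld and nrarpb rose (4 when adjusted over the list alone; camera, adjusted p = 9.47e-06; adjusted p = 0.0477 with an estimated correlation). nrarpb, a regulator of Notch signaling, had a log2 fold change of 1.58 (standard error 0.18, adjusted p = 0.00405). Among 21 genes of the neural ectoderm, sox3, sox11a and pax6a rose and none fell (4 higher when adjusted over the list alone; camera, adjusted p = 0.0175; adjusted p = 0.305 with an estimated correlation). Of 15 immediate-early genes, which respond to stimuli without new protein, fosl2 alone rose (4 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.213). When the replicate number was added as a block, 12 Hox genes and 7 of the paraxial and tailbud list rose, the Notch list had 5 raised and 1 lowered, the neural list 8 raised and 5 lowered, and the immediate-early list 4 raised and 3 lowered. With that block the estimated correlation gave adjusted p = 0.084 for the Msx and Dlx list, 0.118 for the Hox list, 0.148 for the tailbud list and 0.186 for the Notch list. In untreated embryos, adjusted over all genes, 3 of 8 Msx and Dlx genes were higher in wild-type than in bmp7 mutants at each stage. Of 19 Hox genes, 1 was higher at 6 hpf and none was called at 8 hpf. Of 16 paraxial and tailbud genes, 2 were higher at 6 hpf and 1 was lower at 8 hpf. Of 12 Notch pathway and her genes, 1 was higher at 6 hpf and none was called at 8 hpf.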

We compared the 274 genes that were up-regulated by BMP signaling after CHX treatment to the genes that were BMP-dependent during gastrulation. 

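Raised by BMP2/7 protein under CHX and also higher in wild-type than in bmp7 mutant embryos at 6 or 8 hpf were 30 genes. Of these, 12 were higher in wild-type at both stages: bambia, bmp4, dlx3b, eve1, foxi1, gata2a, msx3, szl, tbx3a, tfap2c, tle3a and ved. tle3a encodes a Groucho-type corepressor and has a second transcript with the same counts. Its log2 fold change was 1.39 (standard error 0.15, adjusted p = 0.0032) with BMP2/7 protein, and 1.92 (standard error 0.27, adjusted p = 0.00532) at 6 hpf. ube2e2, which encodes a ubiquitin-conjugating enzyme, rose with a log2 fold change of 1.86 (standard error 0.22, adjusted p = 0.00437), and pcdh18a, a cell adhesion gene, with 3.28 (standard error 0.34, adjusted p = 0.00297). All but bcor, fosl2 and gna12a of the 30 are in S1 Table. Over the 8934 genes tested in both fits, 144 were raised and 809 were higher in wild-type at either stage, so 13.0 shared genes would be expected if the calls were independent. The odds ratio was 2.71 (95% confidence interval 1.73 to 4.11; one-sided Fisher's exact test, p = 1.07e-05). With the genes of 8 hpf alone, 18 were shared where 2.60 would be expected (one-sided Fisher's exact test, p = 8.03e-11). Among the 144 raised genes, 5 were lower in wild-type at 6 or 8 hpf: chrna2a, hes6, mafba, wif1 and zgc:73340. With the replicate number as a block in the untreated fit as well as the CHX fit, 101 genes were shared. The number fell to 18 and 16 without mutant 8 hpf replicates 1 and 2, to 17 without CHX replicate 1, and to 18 without CHX and BMP2/7 replicate 1.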

We found 57 genes that are both directly up-regulated by BMP signaling and endogenously expressed during gastrulation when ventral tissues are specified (S1 Table). 

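The 30 genes that BMP2/7 protein raised under CHX and that were higher in wild-type embryos include 6 of the 10 non-neural ectoderm genes tested in both fits: bambia, dlx3b, foxi1, gata2a, klf2b and tfap2c. In a one-sided Fisher's exact test over the genes tested in both fits, p was 1.75e-13 for this list, or 5.25e-12 when adjusted over the 30 tests of lists against the shared genes. klf2b, a Krüppel-like zinc finger gene, had a log2 fold change of 1.86 (standard error 0.21, adjusted p = 0.00227) at 8 hpf and 1.53 (standard error 0.22, adjusted p = 0.0112) under CHX. From the placode, neural crest and border list, dlx3b, msx3 and tfap2c were among the 30 (3 of 8 tested; adjusted p = 1.89e-05), and from ventral mesoderm and blood, eve1 and gata2a (2 of 5; adjusted p = 0.000463). None of the 12 dorsal organizer genes or the 21 neural ectoderm genes tested in both fits was among them, where 0.0403 and 0.0705 would be expected. The lists come from textbook knowledge, and Gene Ontology terms were not used. Values in the paper's tables had been seen when the lists were set, and 27 of the 30 genes are in S1 Table. These overlap tests are thus not fully independent evidence. The klf2b calls were lost for the protein (adjusted p = 0.0917 without CHX replicate 1) and at 8 hpf (adjusted p = 0.0551 without mutant 8 hpf replicate 2), with 7.55e-09 to 0.0917 and 3.41e-11 to 0.0551 over all settings tried.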

Gene Ontology (GO) analysis of the 57 target genes found enrichment of terms for cell fate specification and tissue differentiation (Fig 1F). The BMP target genes were also enriched for GO terms for DNA-binding transcription factor activity (S1E Fig), which together are consistent with roles in specifying ventral cell fates. 

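S1 Table holds 23 genes of transcription factor families (homeobox, forkhead, T-box, GATA, Krüppel-like, AP-2, p53 and Smad). By edgeR, 10 of them were higher in wild-type at 6 hpf and 11 at 8 hpf (15 and 23 when adjusted over the list alone). BMP2/7 protein raised 18 of the 19 tested under CHX (19 when adjusted over the list alone, and 19 with the replicate number as a block), with a median log2 fold change of 3.02. The study chose the table's genes on these libraries, so the counts are not independent evidence of direction. msx3, a homeobox gene of the neural plate border (RefSeq NM_131272), stood at 159 ± 34.8 CPM (SD, n = 3) with and 4.12 ± 2.16 CPM (SD, n = 3) without BMP2/7 protein, a log2 fold change of 5.25 (standard error 0.40, adjusted p = 0.000953). At 8 hpf msx3 had a log2 fold change of 3.09 (standard error 0.33, adjusted p = 0.00204) between wild-type and mutant embryos. cdx1a, a caudal-type homeobox gene of the posterior body, had a log2 fold change of 6.69 (standard error 0.71, adjusted p = 0.00297) under CHX and 2.72 (standard error 0.49, adjusted p = 0.0113) at 6 hpf. Gene Ontology enrichment was not computed here.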

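Lowered by BMP2/7 protein under CHX and also lower in wild-type than in bmp7 mutant embryos were 6 genes: cxcr4a, cyp2p9, def6a, ip6k2a, ism1 and st8sia1. cyp2p9, which encodes a cytochrome P450 (RefSeq NM_200620), stood at 1.18 ± 0.680 CPM (SD, n = 3) with and 9.90 ± 1.52 CPM (SD, n = 3) without BMP2/7 protein. The edgeR test gave a log2 fold change of -2.98 (standard error 0.38, adjusted p = 0.0064), and -2.05 (standard error 0.29, adjusted p = 0.00506) for wild-type over mutant embryos at 6 hpf. def6a was the one of these genes called at both stages, with log2 fold changes of -2.40 (standard error 0.43, adjusted p = 0.0106) at 6 hpf and -2.04 (standard error 0.42, adjusted p = 0.0379) at 8 hpf. Under CHX, def6a fell with a log2 fold change of -1.13 (standard error 0.20, adjusted p = 0.0267). cxcr4a and ism1, which encode a chemokine receptor and a secreted protein, are not in the copy of S2 Table used here, which holds 14 genes. Over the genes tested in both fits, 33 were lowered and 628 were lower in wild-type at either stage, so 2.32 shared genes would be expected. The odds ratio was 2.96 (95% confidence interval 0.995 to 7.35; one-sided Fisher's exact test, p = 0.0256). Among the lowered genes, osr1 was higher in wild-type. With the replicate number as a block in the untreated fit as well as the CHX fit, 62 genes were shared. Leaving out wild-type 6 hpf replicate 1 gave 3 shared genes, mutant 6 hpf replicate 2 gave 2, CHX replicate 1 gave 1, and CHX and BMP2/7 replicate 1 gave 2; the def6a call was lost at 6 hpf (adjusted p = 0.0649 without mutant 6 hpf replicate 2), at 8 hpf (adjusted p = 0.106 without wild-type 8 hpf replicate 2, 0.207 without mutant 8 hpf replicate 1 and 0.16 without mutant 8 hpf replicate 2) and under CHX (adjusted p = 0.0683 without CHX replicate 1, 0.0663 without CHX replicate 2, 0.0534 without CHX replicate 3, 0.17 without CHX and BMP2/7 replicate 1, 0.113 without CHX and BMP2/7 replicate 2 and 0.0781 without CHX and BMP2/7 replicate 3), with 6.3e-07 to 0.0649, 9.81e-05 to 0.207 and 0.00034 to 0.17 over all settings tried.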

Fifteen genes were found to be both down-regulated by BMP signaling after CHX treatment and down-regulated in wild-type embryos compared to *bmp7* mutants indicating that pSmad5 can directly inhibit gene expression (S2 Table). There is evidence that BMP-activated Smad transcription factors directly repress transcription via recruitment of repressors and chromatin modifiers [43–45]. Ten of these down-regulated target genes are known to be expressed within dorsal ectodermal tissue, which is consistent with a role in direct down-regulation by BMP signaling [23,46–54]. Thus, we identified genes that directly read out the BMP signaling gradient to initiate the genetic cascade that specifies different ventral cell fates [37,42,55–57]. 

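The copy of S2 Table used here lists 14 genes that BMP signaling lowers, so no test was run on it as a set. By edgeR, 9 of the 14 were lower in wild-type than in bmp7 mutant embryos at 6 hpf and 4 at 8 hpf, 11 at either stage. BMP2/7 protein lowered 5 of them under CHX (14 with the replicate number as a block), and 4 of the 5 were also lower in wild-type. The log2 fold changes were negative for 13 of the 14 genes at 6 hpf, and for all 14 at 8 hpf and under CHX. The study chose these genes on the same libraries, so the signs are not independent evidence. grk7b, which encodes an opsin kinase (RefSeq NM_001033090), stood at 1.66 ± 0.0283 CPM (SD, n = 2) in wild-type and 7.45 ± 1.18 CPM (SD, n = 2) in mutant embryos at 6 hpf, a log2 fold change of -2.16 (standard error 0.34, adjusted p = 0.00774). Under CHX its log2 fold change of -1.68 did not pass the test (adjusted p = 0.064, or 0.00586 with the replicate number as a block).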

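BMP2/7 protein raised 46 of the 53 S1 Table genes tested under CHX by edgeR (53 with the replicate number as a block), and 32 of the table's 57 genes were higher in wild-type than in bmp7 mutant embryos at 6 or 8 hpf. Both conditions were met by 27 genes, 19 were called under CHX alone, 5 were called between the genotypes alone, and 6 passed neither test. When adjusted over the list alone, 53 genes rose under CHX, 41 were higher and 1 lower in wild-type at 6 hpf, and 50 were higher at 8 hpf. The median log2 fold changes were 1.87 under CHX, 1.41 at 6 hpf and 1.79 at 8 hpf. The list ranked above other genes under CHX (camera, adjusted p = 9.96e-179; adjusted p = 0.00401 with an estimated correlation, or 0.084 with a replicate block), at 6 hpf (adjusted p = 2.58e-14; adjusted p = 0.0754 with an estimated correlation) and at 8 hpf (adjusted p = 4.49e-43; adjusted p = 0.00735 with an estimated correlation). The table was chosen by the study on these libraries, which makes these tests no independent evidence. szl, the inhibitor of Chordin cleavage, stood at 445 ± 17.3 CPM (SD, n = 3) with and 20.4 ± 6.90 CPM (SD, n = 3) without BMP2/7 protein, a log2 fold change of 4.45 (standard error 0.25, adjusted p = 0.000177). bambia, the pseudoreceptor gene, had a log2 fold change of 1.12 (standard error 0.11, adjusted p = 0.00273). From genes that respond to BMP2/7 protein while translation is blocked and depend on BMP in gastrulation, the paper concludes that these genes read out the gradient directly to start the specification of ventral cell fates.

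**Figure D2:**
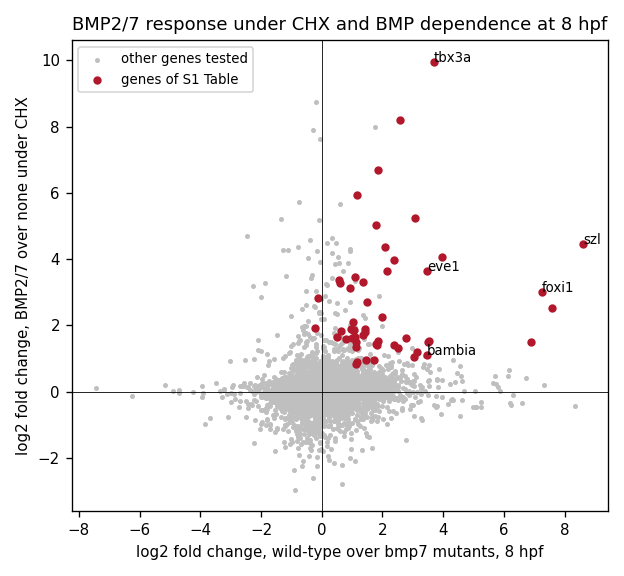
Log2 fold change of wild-type over bmp7 mutant embryos at 8 hpf (horizontal axis) and of CHX with BMP2/7 protein over CHX alone (vertical axis) for each gene tested in both (points), with the genes of S1 Table in red. BMP2/7 protein raised 46 of the 53 red genes tested under CHX; positions of genes with 0 counts in a group depend on the prior count.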

We now have a comprehensive list of genes directly responding to the BMP gradient during DV patterning.

### Ventral BMP target genes are expressed in at least 3 distinct domains

Next, we determined where the genes reading out the BMP signaling gradient are expressed along the DV axis of the embryo. Target genes responding to different aspects of the gradient would be predicted to be expressed in different domains of the embryo. To sort the target genes based on their expression pattern, we analyzed a previously published single-cell RNA sequencing (scRNA-seq) dataset of mid-gastrula zebrafish embryos using the Seurat method, which predicts the spatial position of individual cell transcriptomes [58,59]. Locations of single-cell transcriptomes were inferred by Seurat based on the co-expression of known landmark genes and mapped onto an embryonic grid that was divided into 64 bins: 8 bins across the DV axis and 8 bins across the animal–vegetal (AV) axis (Fig 2D). The predicted expression patterns of the BMP direct target genes within the 64 bins across the embryo are shown as a heat map (Fig 2A–2D, S2–S5 Figs). To visualize the predicted expression profiles across the DV axis, we summed expression in all bins within each of the 8 positions along the DV axis (Fig 2A”–2C”, S2–S5 Figs).

**Fig 2:**
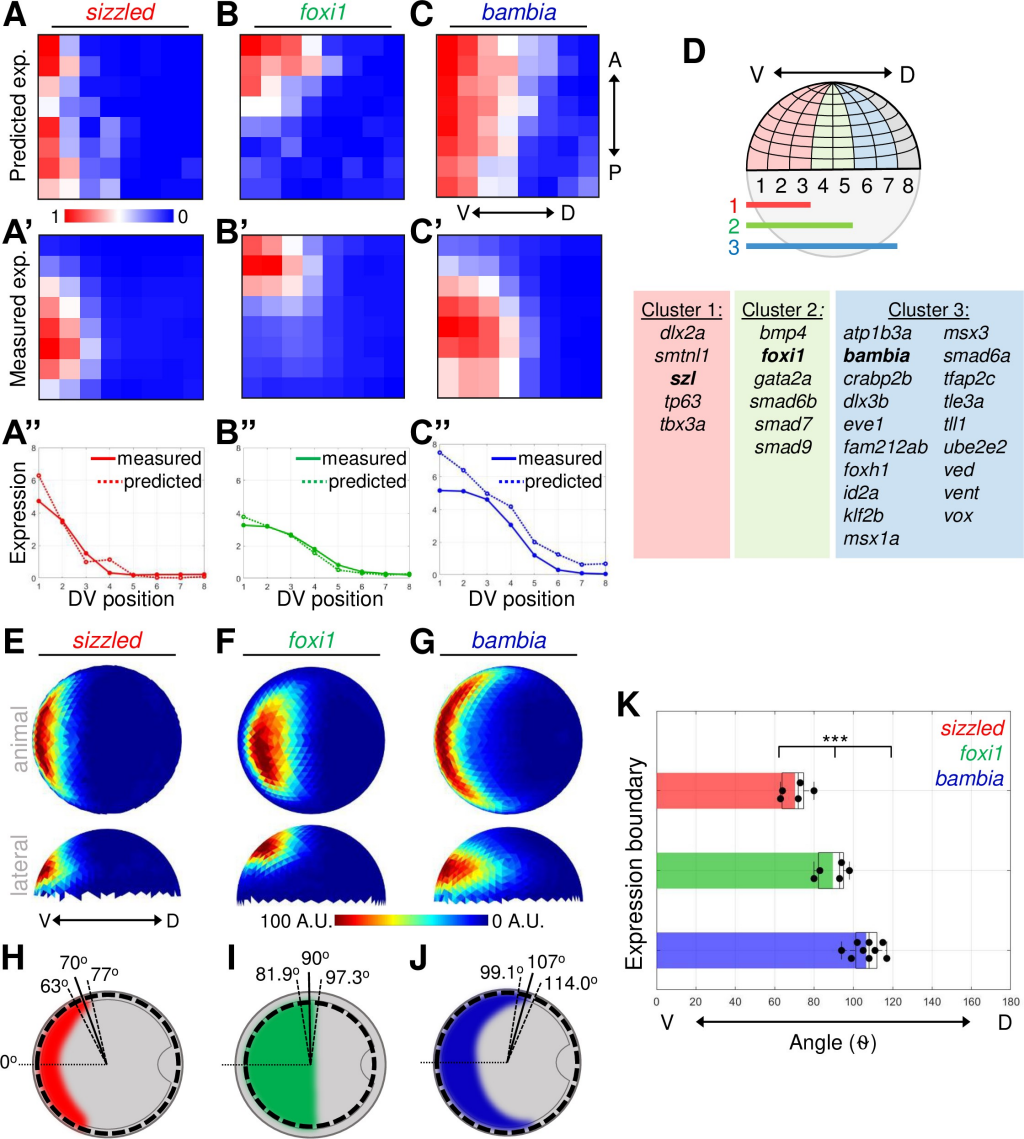
Three distinct expression domains of BMP direct target genes. **(A–C)** Heat map of gene expression patterns from Seurat analysis of mid-gastrula (8 hpf) scRNA-seq dataset. Predicted expression normalized across all bins of *sizzled* **(A)**, *foxi1* **(B)**, and *bambia* **(C)**. **(A’–C’)** Average FISH intensity measured in early gastrula (7 hpf) WT embryos divided into 64 equally spaced bins. **(A”–C”)** Measured and Seurat predicted expression profiles across the DV axis. Each point is the sum of the expression intensity from all bins at 1 DV position. See Tables A–C in S2 Data for underlying data. **(D)** Schematic of embryonic grid divided into 64 bins and the 3 nested expression domains. Table of 27 ventrally expressed target genes divided into 3 clusters based on their Seurat expression profiles. **(E–G)** Animal and lateral views of average FISH signal in WT embryos at early gastrula (7 hpf) of *sizzled* (*n* = 5) **(E)**, *foxi1* (*n* = 5) **(F)**, and *bambia* (*n* = 9) **(G)**. **(H–J)** Schematic of animal view (dorsal to right) of expression domains in early gastrula embryos of *sizzled* **(H)**, *foxi1* **(I)**, and *bambia* **(J)**. The mean (solid line) and standard deviation (dotted lines) of expression boundaries shown as degrees across the DV axis. Position of domain boundary measured from the average intensity from a 40-μm band of cells across the DV axis at the location indicated by the dotted circle. **(K)** DV position of the expression boundaries of individual WT embryos. See Table K in S2 Data for underlying data. ***P < 0.001 in comparing 3 expression domains using 1-way ANOVA. A.U. is arbitrary units. ANOVA, analysis of variance; BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; FISH, fluorescent in situ hybridization; hpf, hours post fertilization; scRNA-seq, single-cell RNA sequencing; WT, wild-type.

Genes were then clustered based on their predicted expression profiles across the DV axis. Fifty of the 57 up-regulated target genes were found in the scRNA-seq dataset, and 27 genes showed predicted ventrally restricted expression (S2–S4 Figs). These ventrally restricted target genes were further sorted based on the bins where they were predicted to be expressed across the DV axis. Five genes had predicted expression enriched within the first 3 to 4 bins, 6 genes were predicted to be expressed within the first 5 bins, and 19 genes within the first 6 to 7 bins (Fig 2D, S2–S4 Figs). Target genes with uniform expression or that also included dorsal expression were assumed to have multiple signaling inputs and excluded from our analysis (S5 Fig, S1 Table). The down-regulated target genes that were sequenced in the scRNA-seq dataset displayed either dorsal enrichment or were not enriched along the DV axis (S6 Fig, S2 Table). To further investigate how the pSmad5 gradient is interpreted into spatially distinct gene expression domains, we focused on genes that are induced exclusively by BMP signaling. Some of the BMP target genes are known to have multiple signaling pathways contributing to the total expression pattern. For example, the expression of *eve1* is known to be activated by both BMP as well as by Fibroblast Growth Factor (FGF) signaling [60–62]. Similarly, we also avoided examining genes that have significant expression remaining in *bmp7* mutant embryos (S1 Table).

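eve1, a homeobox gene of the ventral margin and tailbud (RefSeq NM_131114), was expressed in bmp7 mutants at 6 hpf at 65.1 ± 13.8 CPM (SD, n = 2), against 129.9 ± 38.2 CPM (SD, n = 2) in wild-type embryos. The mutant level was 50.1% of wild-type, a log2 fold change of 1.00 (standard error 0.27, adjusted p = 0.0371) from edgeR. At 8 hpf eve1 stood at 98.9 ± 13.0 CPM (SD, n = 2) in wild-type and 9.14 ± 1.90 CPM (SD, n = 2) in mutant embryos, or 9.25% of wild-type, a log2 fold change of 3.47 (standard error 0.30, adjusted p = 0.000553). The difference between the stages was 2.47 on the log2 scale (standard error 0.39, unadjusted p = 0.000124), with an adjusted p of 0.334 over all genes and 0.00391 over the named genes alone. BMP2/7 protein under CHX raised eve1 from 41.9 ± 38.1 to 533 ± 117.9 CPM (SD, n = 3 each), a log2 fold change of 3.66 (standard error 0.59, adjusted p = 0.0188). The 6 hpf call was lost with an adjusted p of 0.204 without wild-type 6 hpf replicate 1, 0.0673 without mutant 6 hpf replicate 1, 0.186 without mutant 6 hpf replicate 2, 0.0575 without mutant 8 hpf replicate 1 and 0.0586 without mutant 8 hpf replicate 2, and the CHX call with 0.107 without CHX replicate 1 and 0.0748 without CHX and BMP2/7 replicate 1; over all settings tried they ranged from 0.00838 to 0.224 and from 8.09e-08 to 0.107. Among 10 genes of the FGF pathway, dusp6, which encodes a phosphatase that limits FGF signaling, was higher in wild-type at 6 hpf (0 when adjusted over the list alone), none was called at 8 hpf (1 higher and 1 lower when adjusted over the list alone), and fgf24 fell under CHX (2 lower when adjusted over the list alone).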

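Expression that remained in bmp7 mutants is given for each S1 Table gene as the mutant mean in percent of the wild-type mean. Over the 57 genes the median was 37.5% at 6 hpf and 27.9% at 8 hpf. The percent says nothing for genes near 0 in wild-type embryos at 6 hpf, such as dlx2a at 0.0215 ± 0.0304 CPM and msx2b at 0.299 ± 0.124 CPM (SD, n = 2). tbx3a, a T-box gene of cluster 1, kept 8.46% at 6 hpf and 7.46% at 8 hpf. bambia kept 40.3% and 9.06%, and bmp4 18.9% and 8.41%. Higher in mutant than in wild-type embryos at 6 hpf were the means of id3, a bHLH inhibitor gene, at 141%, of vox, a homeobox repressor gene, at 121.7%, and of foxh1, a forkhead gene, at 111.3%. At 8 hpf id3 was at 51.2% and vox at 45.7%. None of id3 (adjusted p = 0.0842), vox (adjusted p = 0.272) and foxh1 (adjusted p = 0.735) passed the edgeR test at 6 hpf, and id3 and vox were higher in wild-type at 8 hpf (adjusted p = 0.0271 and 0.0132). Those calls were lost for id3 (adjusted p = 0.118 without wild-type 8 hpf replicate 1, 0.067 without wild-type 8 hpf replicate 2, 0.189 without mutant 8 hpf replicate 1 and 0.191 without mutant 8 hpf replicate 2; 0.000881 to 0.191 over all settings tried) and for vox (adjusted p = 0.0643 without wild-type 8 hpf replicate 2, 0.12 without mutant 8 hpf replicate 1 and 0.16 without mutant 8 hpf replicate 2; 2.99e-05 to 0.16 over all settings tried).

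**Figure D3:**
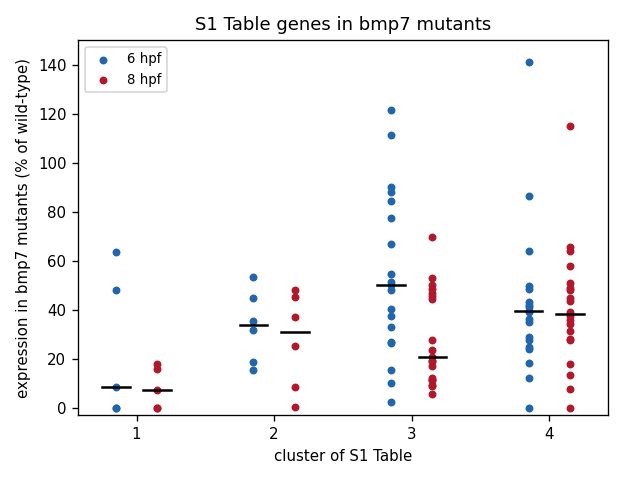
Mutant mean as percent of wild-type mean for each S1 Table gene (points), by cluster (horizontal axis), at 6 hpf in blue and 8 hpf in red; bars are medians over the genes of a cluster. The medians over all 57 genes are 37.5% and 27.9%.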

For representative BMP targets, we chose 1 gene from each cluster to investigate how the gradient of BMP signaling directs target gene expression: *sizzled* in cluster 1, *foxi1* in cluster 2, and *bambia* in cluster 3. To validate the predicted expression patterns of the 3 target genes, we performed fluorescent in situ hybridization (FISH) for each gene on early gastrula (7 hpf) wild-type embryos (S7A Fig), when the BMP gradient is patterning ventral fates [22,37]. Each embryo was subdivided into 128 bins equally spaced across the AV and DV axes (S7B Fig). Expression intensity for each lateral half of the embryo was averaged into 64 bins, normalized, and displayed similarly as the Seurat heat map (Fig 2A’–2C’). The measured and predicted expression profiles of the 3 target genes are similar across the DV axis (Fig 2A”–2C”) validating this approach for examining the DV expression domain. While Seurat accurately predicted differences in expression patterns of the 3 genes across the DV axis, *sizzled* and *bambia* were incorrectly predicted to be uniformly expressed along the AV axis. Using the quantified FISH for these target genes and other landmark genes will improve the accuracy of Seurat’s predicted expression pattern across the AV axis of the embryo.

To more precisely determine where the 3 target genes are expressed across the DV axis, we quantified the FISH expression intensity (Fig 2E–2G, S7A Fig). The expression of *sizzled*, *foxi1*, and *bambia* was quantified around the DV axis of the embryo at the AV location of highest intensity (S7C–S7E Fig). While *sizzled* and *bambia* are expressed more broadly along the AV axis, *foxi1* is a marker for nonneural ectoderm and only expressed in an animal–ventral domain of the embryo [37]. We measured target gene expression boundaries in individual embryos (S7C–S7E Fig). We found that the boundaries of the target genes are located in distinct positions along the DV axis (Fig 2H–2J), with each target gene expressed in a significantly different domain of the embryo (Fig 2K). These results together with the Seurat analysis of 27 direct target genes indicate that the BMP signaling gradient can pattern the embryo into at least 3 distinct gene expression domains.

### Distinct pSmad5 levels and gradient slopes correspond to different target gene expression boundaries

Next, we determined where the boundaries of the 3 BMP target genes are located along the pSmad5 gradient. We took sibling embryos of those stained for FISH and quantified pSmad5 immunostaining at an early gastrula (7 hpf) stage (Fig 3A). To identify the pSmad5 position that corresponds to each target gene expression boundary, we overlaid the DV position of the target gene boundaries onto the pSmad5 gradient profile of the sibling embryos. The pSmad5 gradient position at each expression boundary could indicate a distinct pSmad5 gradient slope or threshold that cells need to reach to induce differential expression of each gene. If gene expression is determined by a pSmad5 threshold level, then cells will not express a target gene until they reach the particular threshold level of pSmad5. Alternatively, if gene expression boundaries are positioned by distinct gradient slopes, then cells will activate target genes in response to a particular steep or shallow slope of the gradient independent of specific pSmad5 levels. It is also possible that 1 gene may respond to slope, while the others respond to distinct thresholds, for example. The same mechanism need not apply to all 3 target genes.

**Fig 3:**
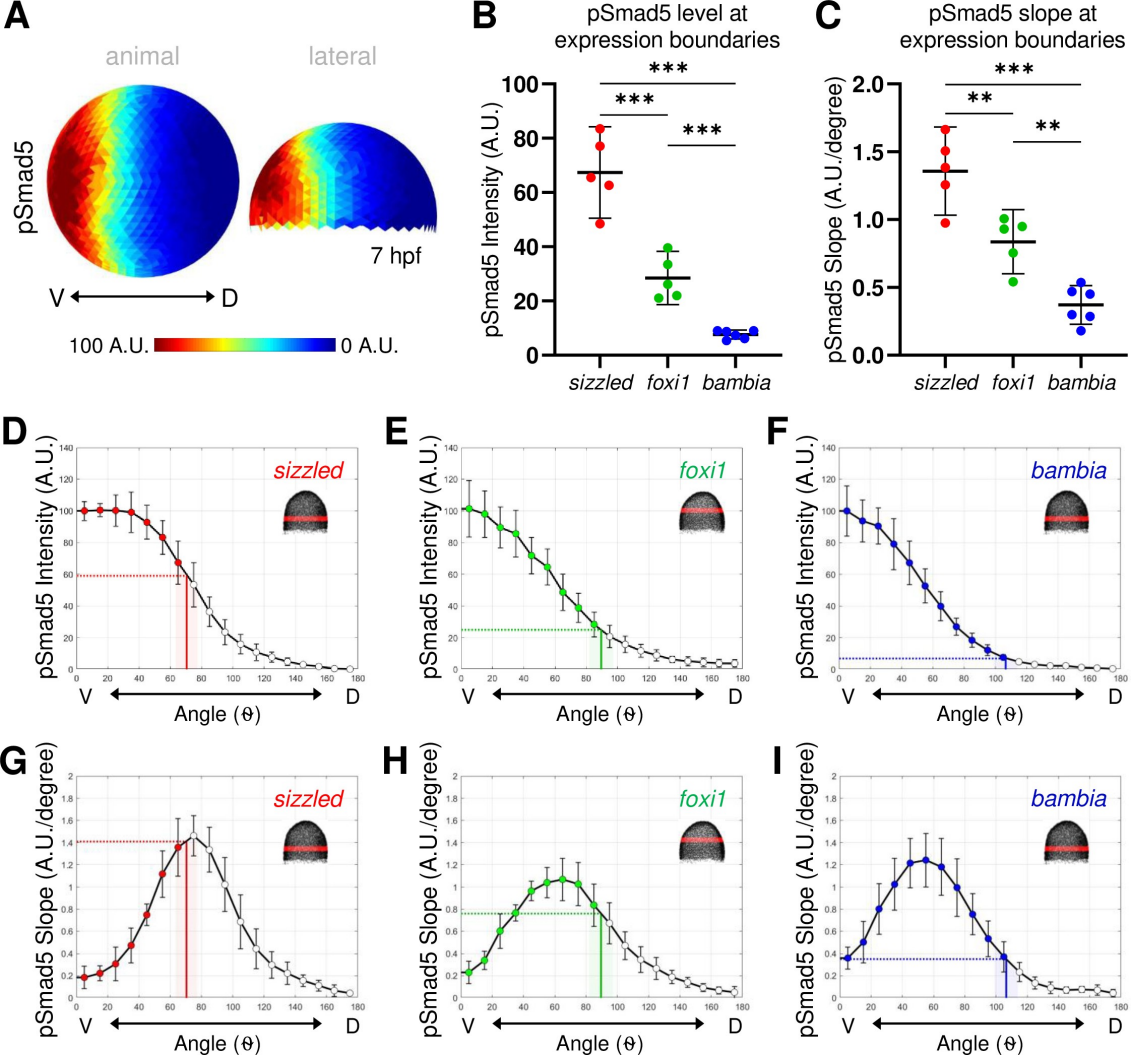
pSmad5 gradient with distinct thresholds and slopes delineating expression domains. **(A)** Animal and lateral view of average pSmad5 intensities in early gastrula (7 hpf) WT embryos (*n* = 5). **(B)** Measurement of pSmad5 intensity at the expression boundaries of *sizzled* (red), *foxi1* (green), and *bambia* (blue) across the DV axis of WT embryos at 7 hpf. See Table A in S3 Data for underlying data. **(C)** Measurement of pSmad5 gradient slope at the expression boundaries of *sizzled* (red), *foxi1* (green), and *bambia* (blue) across the DV axis of WT embryos at 7 hpf. See Table B in S3 Data for underlying data. **(D–F)** WT pSmad5 profiles across the DV axis. The intensity is averaged from a 40-μm band of cells around the DV axis at the location shown in red in the right corner embryo schematic of each panel. One WT clutch was used for **(D, E, G, H)** (*n* = 5), another WT clutch was used for **(F, I)** (*n* = 6). Positions of expression boundaries for *sizzled* **(D)**, *foxi1* **(E)**, and *bambia* **(F)** are shown as vertical solid lines. Level of pSmad5 at the boundary is indicated as a horizontal dotted line. Colored dots indicate positions where target genes are expressed. Standard deviations of expression boundaries are shaded. See Tables C–E in S3 Data for underlying data. **(G–I)** Slopes of pSmad5 profiles are shown in **(D–F)**. Positions of expression boundaries for *sizzled* **(G)**, *foxi1* **(H)**, and *bambia* **(I)** are shown as vertical solid lines. Slope of pSmad5 at the boundary is indicated as a horizontal dotted line. Colored dots indicate positions where target genes are expressed. Standard deviations of expression boundaries are shaded. See Tables F–H in S3 Data for underlying data. A.U. is arbitrary units. **P < 0.01, ***P < 0.0001 in comparing pSmad5 levels and slopes using unpaired 2-tailed Student *t* tests. DV, dorsal–ventral; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; WT, wild-type.

We found that expression of the 3 target genes correlates with significantly distinct pSmad5 gradient levels (Fig 3B). The expression boundary of *sizzled* corresponds to 60% of maximum pSmad5 intensity (Fig 3D). While the expression boundary of *foxi1* corresponds to 25% of maximum pSmad5 intensity (Fig 3E), that of *bambia* is very low at only 7% of pSmad5 maximum intensity (Fig 3F). The slope of the gradient changes across the DV axis in addition to the level of pSmad5. To determine if the expression boundaries correlate with distinct slopes of the pSmad5 gradient, we overlaid the boundaries of the target gene domains onto the slope of the pSmad5 gradient. The 3 target gene domains also correspond to 3 significantly distinct pSmad5 gradient slopes (Fig 3C). The expression boundary of *sizzled* corresponds to a gradient slope of 1.4 (A.U./degree), *foxi1* corresponds to a slope of 0.76 (A.U./degree), and *bambia* to a slope of 0.35 (A.U./degree) (Fig 3G–3I). To determine if cells along the AV axis show a differential responsiveness to BMP signaling, we analyzed the expression profiles of the 3 target genes over the top of the AV axis of the embryo (S8A Fig). The 3 targets are also expressed in significantly distinct profiles across the AV axis (S8B–S8D Fig), which correlates with significantly distinct pSmad5 levels (S8E–S8H Fig). The expression domain of *sizzled* corresponds to a distinct gradient slope, while the slopes at the *foxi1* and *bambia* boundaries are not significantly distinct over the AV axis (S8I–S8L Fig).

### Test of gradient slope to position gene expression boundaries

The boundaries of target gene expression across the DV axis correspond to both distinct pSmad5 concentrations and pSmad5 gradient slopes. To directly test the ability of either pSmad5 concentration thresholds or gradient slope to position gene expression in the gastrula embryo, we utilized mutants that have a modified pSmad5 gradient shape and measured corresponding shifts in target gene expression (Fig 4A and 4B). If cells across the DV axis respond to distinct levels of pSmad5 to activate target gene expression, the boundaries of target gene expression will correlate with the same pSmad5 levels even if the gradient shape is altered (Fig 4B). Alternatively, if cells respond to the shape of the gradient, the target gene boundaries will correlate with the same gradient slope regardless of pSmad5 level (Fig 4B).

**Fig 4:**
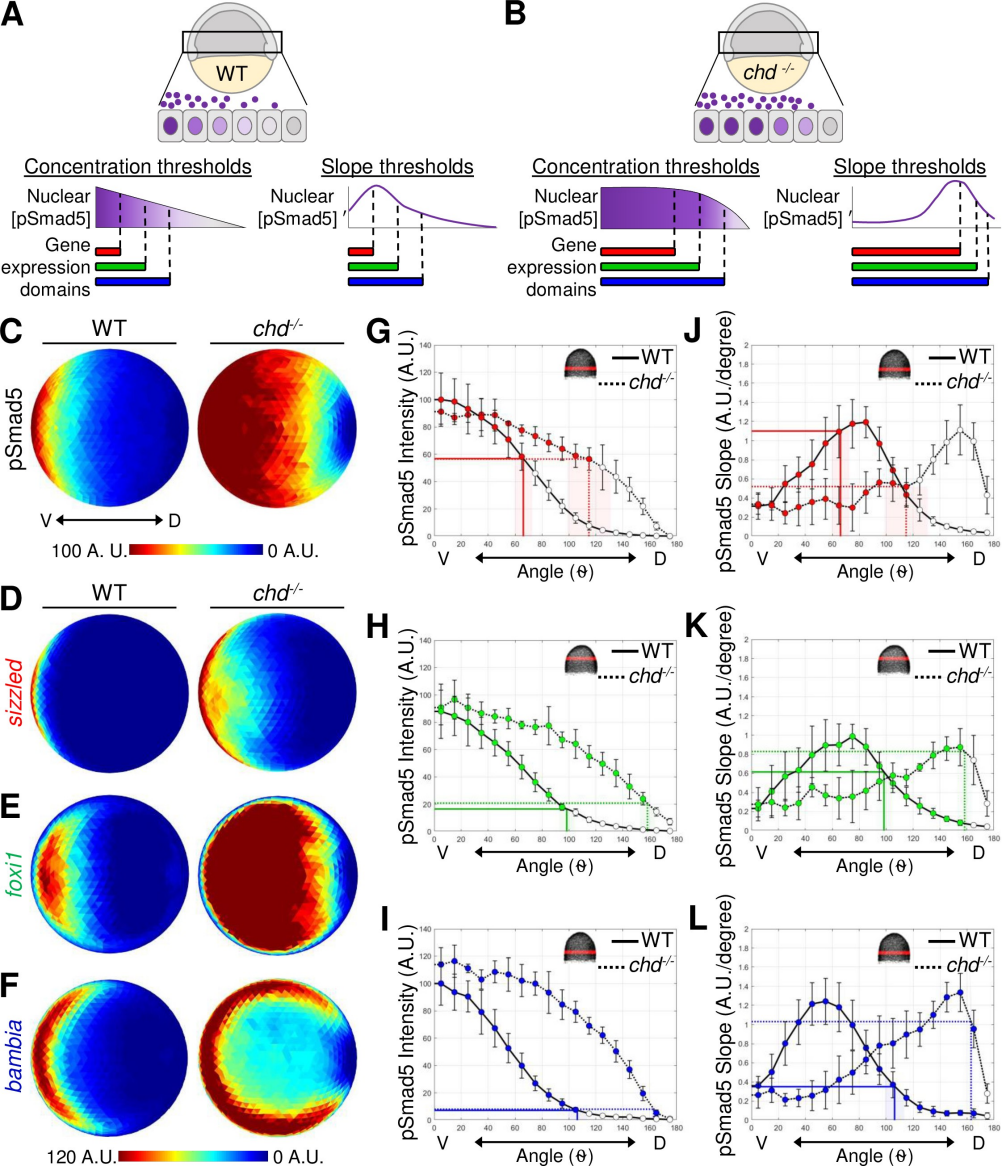
pSmad5 gradient thresholds versus slopes in positioning target gene expression in the *chordin* mutant gradient. **(A**) Model of 3 target gene expression domains in WT gastrula embryos positioned by either distinct pSmad5 levels or distinct pSmad5 gradient slopes. **(B)** Model of predicted target gene expression boundaries in *chordin* mutant gastrula embryos corresponding to distinct pSmad5 levels or gradient slopes if cells are interpreting pSmad5 concentration or shape, respectively. **(C)** Animal view of average pSmad5 intensities of early gastrula (7 hpf) WT (*n* = 6) and *chordin* mutants (*n* = 5). **(D–F)** Animal view of average FISH intensities of WT and *chordin* mutants for *sizzled* **(D)** (WT *n* = 8, *chd-/- n* = 8); *foxi1* **(E)** (WT *n* = 6, *chd-/- n* = 7); and *bambia* **(F)** (WT *n* = 9, *chd-/- n* = 4). **(G–I)** pSmad5 profiles of WT (black solid line) and *chordin* mutants (black dotted line). Location of 40-μm band of cells that was averaged is indicated on embryo in top right corner. Expression boundaries of *sizzled* **(G)**, *foxi1* **(H)**, and *bambia* **(I)** in WT (solid colored line) and *chordin* mutants (dotted colored line). Standard deviations of expression boundaries are shaded. See Tables A–C in S4 Data for underlying data. **(J–L)** Slope of pSmad5 profiles shown in **(G–I)** of WT (black solid line) and *chordin* mutants (black dotted line). Expression boundaries of *sizzled* **(J)**, *foxi1* **(K)**, and *bambia* **(L)** in WT (solid colored line) and *chordin* mutants (dotted colored line). Standard deviations of expression boundaries are shaded. See Tables D–F in S4 Data for underlying data. A.U. is arbitrary units. FISH, fluorescent in situ hybridization; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; WT, wild-type.

To investigate the spatial shifts in target gene expression when the pSmad5 gradient shape is altered, we used *chordin* mutant early gastrula embryos. Chordin is a BMP ligand antagonist that acts as a dorsal sink for BMP, thus shaping BMP signaling activity during gastrulation [23,35,63]. In *chordin* mutant embryos, the shape of the BMP signaling gradient is altered where the highest levels of BMP signaling activity expand laterally, and the slope of the gradient is shallower in the lateral regions (Fig 4C and 4G–4L, S9A Fig). While maximum pSmad5 levels are similar in wild-type and *chordin* mutant embryos during gradient formation, from 4.7 to 6.3 hpf [23], a broader region of cells express the highest pSmad5 levels in *chordin* mutants (Fig 4C and 4G–4I).

Embryos from crosses between *chordin-/-* and +/- fish were immunostained at an early gastrula stage (7 hpf) for pSmad5, while siblings were assayed by FISH for the 3 target genes (S9C–S9E Fig). The pSmad5 gradient and FISH domains were quantitated blindly, followed by genotyping for the *chordin* mutation. The gradient of pSmad5 is expanded laterally in *chordin* mutants compared to the wild-type siblings (Fig 4C), as previously shown [23]. The expression domains of the 3 target genes were also significantly expanded laterally in *chordin* mutants (Fig 4D–4F, S9B Fig).

To test whether a similar pSmad5 level delineated the boundary of the expression domains, possibly acting as a concentration threshold to provide positional information to cells, we determined the position of the target gene expression boundary on the pSmad5 gradients of wild-type and *chordin* mutant siblings. We found that a similar pSmad5 level corresponds to the boundary of *sizzled*, *foxi1*, and *bambia* expression in both wild-type and *chordin* mutants (Fig 4G–4I, S9F Fig). The *sizzled* boundary corresponds to 56.8% and 56.5% of the maximum pSmad5 intensity in wild-type and *chordin* mutants, respectively. The *foxi1* boundary corresponds to 16.5% and 20.8% in wild-type and *chordin* mutants. The *bambia* boundary corresponds to 7.2% and 8.0% in wild-type and *chordin* mutants. The similar levels of pSmad5 delineating the expression boundaries of these 3 target genes in wild-type and *chordin* mutants provides strong support for a concentration threshold model but does not eliminate the other models.

We also determined the pSmad5 gradient slope at the boundaries of the 3 target genes in both wild-type and *chordin* mutants. We did not find a consistent pSmad5 gradient slope at the expression boundaries for *sizzled* and *bambia* (Fig 4J and 4L, S9G Fig). The *sizzled* boundary corresponds to gradient slopes of 1.1 and 0.52 (A.U./degree) in wild-type and *chordin* mutants, respectively. The *bambia* boundary corresponds to 0.35 and 1.0 slopes (A.U./degree) in wild-type and *chordin* mutants. The boundary of *foxi1* expression corresponds to 0.61 and 0.83 slopes (A.U./degree) in wild-type and *chordin* mutants which is not significantly distinct (Fig 4K, S9G Fig). However, multiple positions across the DV axis have similar pSmad5 gradient slopes, so gradient shape alone would be unable to provide specific positional information. In contrast, the concentration threshold model does provide unique positional information across the DV axis.

### Test of signal duration to position gene expression boundaries

The gradient of BMP signaling forms from mid-blastula to early gastrula stages [22,23,36]. Embryonic cells are exposed to the BMP2/7 ligand for over 4 hours during this time period. It is not known if the activation of target genes requires differential duration to BMP signaling activity or if cells activate target gene expression once the pSmad5 threshold level is reached (Fig 5A). In a signal duration model that determines ventral target gene expression boundaries, the most ventrally restricted genes would require the longest signal duration (e.g., *sizzled*), whereas the most broadly expressed ventrolateral target genes would require the shortest signal duration (e.g., *bambia*) (Fig 5A). To address the role of signal duration to pattern ventral cell fates, we tested the requirement of BMP ligand exposure to activate target gene expression. If cells respond to different durations of signal, then genes that require longer signal exposure will not be expressed after a pulse of BMP signaling. If cells respond to concentration thresholds, then a pulse of a high BMP2/7 concentration will activate all 3 target genes (Fig 5B).

**Fig 5:**
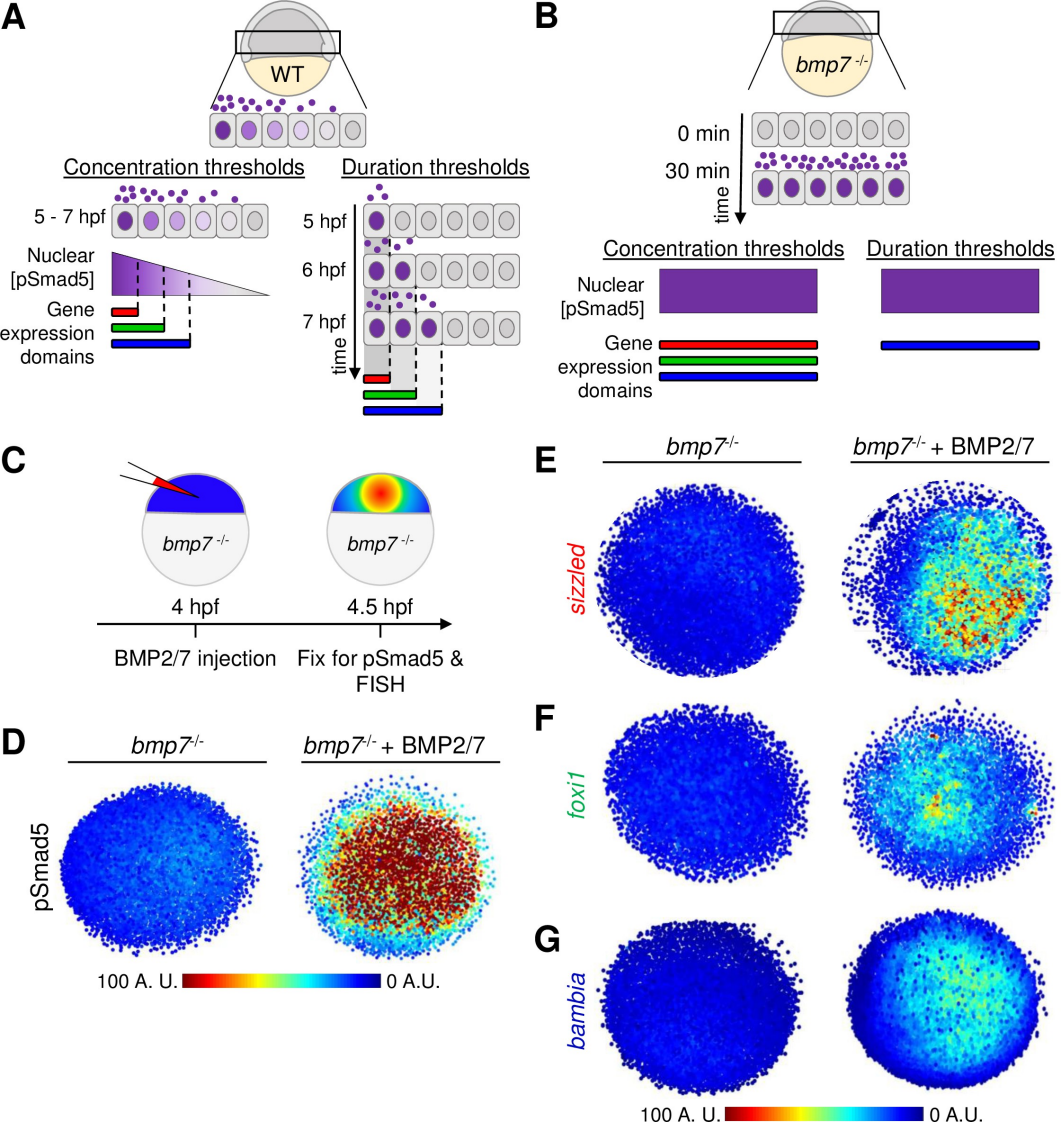
Thirty-minute duration of BMP2/7 sufficient for *sizzled*, *foxi1*, and *bambia* target gene expression. **(A)** Model of target gene expression regulated by distinct pSmad5 levels or distinct durations of BMP signaling. **(B)** Model of target gene activation after a 30-minute pulse of BMP ligand exposure. If target genes are activated by different pSmad5 levels, then all 3 target genes will be expressed following exposure to high levels of BMP signaling. If differences in signal duration activate BMP target gene expression, then a gene that requires a short signal duration will be expressed, but genes requiring longer signal durations will not be expressed. **(C)** Experimental schematic of a *bmp7* mutant embryo injected with 5 pg of BMP2/7 protein that is fixed 30 minutes postinjection for pSmad5 immunostaining or FISH. **(D)** Representative immunostaining of pSmad5 intensities of an uninjected *bmp7* mutant (*n* = 8) and a *bmp7* mutant injected with 5 pg of BMP2/7 protein (*n* = 9). Animal pole is facing up. **(E–G)** Representative FISH in *bmp7* mutants uninjected or injected with 5 pg of BMP2/7 protein for *sizzled* **(E)** (*n* = 11 uninjected, *n* = 11 injected), *foxi1* **(F)** (*n* = 10, *n* = 11), and *bambia* **(G)** (*n* = 10, *n* = 11). Animal pole is facing up. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; FISH, fluorescent in situ hybridization; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; WT, wild-type.

To test the role of signal duration on the immediate response of gene expression, we injected BMP2/7 protein into *bmp7* mutant embryos at 4 hpf and fixed embryos 30 minutes after injection for FISH and pSmad5 immunostaining (Fig 5C). We detected robust pSmad5 activation after 30 minutes of BMP2/7 ligand exposure (Fig 5D). Strikingly, expression of *sizzled* (Fig 5E), *foxi1* (Fig 5F), and *bambia* (Fig 5G) was also observed 30 minutes postinjection. This suggests that spatially distinct target genes can be rapidly activated following exposure to BMP ligand. Specifically, the activation of these target genes does not require the full 4 hours of BMP signaling that cells are exposed to endogenously.

While even shorter signal durations would be unlikely to be physiologically relevant, we nevertheless investigated gene expression responses at shorter durations of 10, 20, and 30 minutes in this assay. We found that *sizzled* is expressed within 10 minutes of activating BMP signaling in *bmp7* mutant embryos (S10A and S10B Fig). The expression of *foxi1* and *bambia* was first observed 20 and 30 minutes after BMP2/7 injection, respectively (S10C and S10D Fig). While *bambia* with the broadest expression domain would be expected to require the shortest signal duration, we found that it was expressed latest among the 3 genes at 30 minutes in response to BMP signaling (S10 Fig).

To determine if genes in the same domain share the same transcriptional kinetics, we measured the expression of another broadly expressed target gene, *ved* (S11A Fig). The expression profiles of *ved* closely resemble *bambia* in both wild-type and *chordin* mutant embryos indicating that *ved* is activated by the same low pSmad5 threshold level (S11B Fig). However, unlike *bambia*, *ved* is rapidly activated in response to BMP signaling (S10D and S11C Figs). While differences in transcriptional kinetics have been suggested to underlie target genes activated by Nodal in zebrafish patterning [64], differences in the transcriptional kinetics of these BMP target genes do not correlate with domain size.

The mechanism of duration-dependent signaling can also include a genetic regulatory network that creates spatially distinct domains of expression [65]. To determine the role of secondary transcriptional regulation in defining the expression domains, we treated *bmp7* mutant embryos with CHX at 4 hpf before injecting BMP2/7 protein (S12A Fig). Again, all 3 target genes were rapidly activated with the CHX treatment after 30 minutes of BMP ligand exposure (S12B–S12D Fig). Thus, BMP target genes can be expressed in distinct domains of the embryo independent of distinct durations of BMP signaling or feedback through genetic regulatory networks. Therefore, we conclude that different durations of BMP signaling activity are not directly positioning the expression of these target genes within the embryo.

### Test of signal concentration to activate different target genes

We have shown that the 3 target genes are expressed rapidly upon exposure to high levels of BMP (Fig 5). If the target genes are responding to concentration thresholds alone, then exposing cells to different levels of BMP should activate target genes expressed in distinct domains regardless of signal duration or gradient shape. To expose cells to more stable and uniform levels of BMP, we manually disassociated cells from *bmp7* mutant animal caps at 4 hpf and incubated the disassociated cells with 20 ng/ml or 5 ng/ml BMP2/7 protein for 2 hours. Incubation of 20 ng/ml and 5 ng/ml BMP2/7 recapitulated endogenous high and low levels of BMP signaling, respectively, found in wild-type embryos (Fig 6A, S13 Fig). Cells from *bmp7* mutants expressed *sizzled* when incubated with the high level of BMP2/7 protein but not the lower level (Fig 6B, S14A Fig), as predicted in the concentration threshold model. Also consistent with the concentration threshold model, *bambia* is expressed in response to both high and low levels of BMP2/7 protein (Fig 6C, S14B Fig). Furthermore, these results show that a 2-hour duration of a low BMP signaling level cannot induce the expression of a high-threshold gene that responds within 10 minutes in the embryo (S10B Fig). Thus, the activation of a high-threshold target gene does not display a duration-based response to BMP signaling.

**Fig 6:**
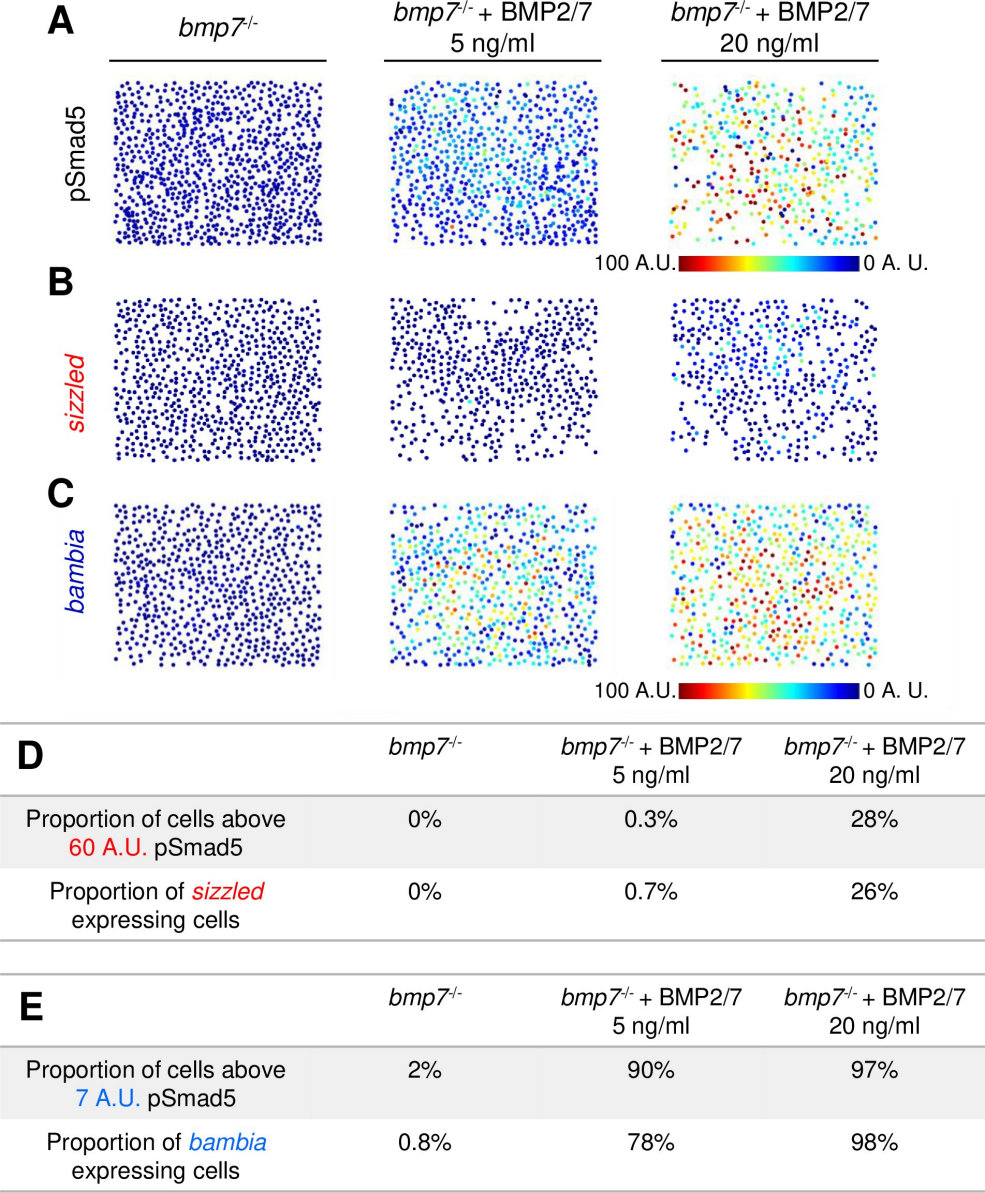
Target genes *sizzled* and *bambia* respond to BMP in a concentration-dependent manner. **(A)** Representative pSmad5 immunostaining intensities of disassociated cells from *bmp7* mutants and *bmp7* mutants treated with 5 or 20 ng/ml BMP2/7 protein. **(B, C)** Representative FISH for *sizzled* **(B)** and *bambia* **(C)** in *bmp7* mutants and *bmp7* mutants treated with 5 or 20 ng/ml BMP2/7 protein. **(D)** Table displaying the proportion of cells above the predicted pSmad5 threshold for *sizzled* (60 A.U.) in each condition, and the proportion of cells expressing *sizzled* in each condition. Cells with greater than 10% of maximum signal intensity are considered to be expressing *sizzled*. **(E)** Table displaying the proportion of cells above the predicted pSmad5 threshold for *bambia* (7 A.U.) in each condition, and the proportion of cells expressing *bambia* in each condition. Cells with greater than 10% of maximum signal intensity are considered to be expressing *bambia*. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; FISH, fluorescent in situ hybridization; pSmad5, phosphorylated Smad5.

We further quantitated in this assay system the number of cells above each predicted pSmad5 threshold for *sizzled* and *bambia* expression and the number of cells expressing each gene (Figs 3D–3F and 4G–4I). The predicted pSmad5 threshold for *sizzled* is 60 A.U., and the predicted pSmad5 threshold is 7 A.U. for *bambia*. There is a similar proportion of cells with pSmad5 levels above the predicted *sizzled* threshold (60 A.U.) and cells expressing *sizzled* in *bmp7* mutants treated with 5 ng/ml and 20 ng/ml BMP2/7 (Fig 6D). Also, similar proportions of cells are above the predicted pSmad5 threshold level for *bambia* (7 A.U.) and are expressing *bambia* in the *bmp7* mutants treated with 5 ng/ml and 20 ng/ml BMP2/7 (Fig 6E). Together, our data support a model where distinct concentration thresholds of BMP signaling activate spatially distinct target genes in DV axial patterning during gastrulation.

## Discussion

### BMP morphogen interpretation: Multiple mechanisms for 1 signaling pathway

Multiple mechanisms have been reported for how a gradient of BMP signaling activity can provide positional information to pattern a tissue. In fact, there is conflicting evidence for how cells perceive gradients of BMP signaling depending on the context. In *Drosophila*, Dpp (the BMP homolog) is required for patterning and proliferation of the wing imaginal disc [66,67]. Cells in the wing disc have been suggested to sense the shape of the Dpp gradient [14] and the relative temporal change of Dpp signaling [68]. There is similar conflicting evidence for BMP patterning the dorsal neural tube. Both signal duration [10] and ligand identity [11] have been proposed to pattern neuronal identities. The mechanisms responsible for cellular interpretation of the BMP signaling gradient could vary in different contexts or by individual target genes. Understanding the mechanism of BMP morphogen interpretation in DV patterning will allow us to compare mechanisms across species and systems.

Here, we provide evidence that the BMP morphogen gradient acting to pattern DV axial tissues is interpreted in a concentration-dependent manner to activate 3 target genes underlying ventral cell fate specification. We precisely measured endogenous pSmad5 levels and gene expression activation within the embryo at a single-cell resolution. We found that the genes directly patterned by the BMP signaling gradient are expressed in at least 3 distinct domains of the embryo, which correspond to at least 3 different pSmad5 gradient levels that are required to activate representative target genes from each domain. Further, these pSmad5 levels act as thresholds that cells must reach to activate target gene expression and position gene expression boundaries in the embryo, regardless of gradient shape or exposure time. Together, our data support a model whereby the BMP signaling gradient is interpreted as a concentration-dependent morphogen providing positional information to pattern gene expression along the embryonic DV axis.

### Multiple expression domains directly patterned by the BMP gradient

The genes directly patterned by the BMP signaling gradient remained unknown prior to this work. Identification of the genes reading out the BMP gradient during DV patterning is not only critical to study the mechanism of morphogen patterning we report here, but also valuable for investigations of the ventral cell types specified by this morphogen gradient. Known markers of ventrally derived tissues were found to be directly regulated by BMP signaling such as *tp63* specifying epidermis [55,56], *foxi1* specifying otic placode [37,42], and *tfap2c* specifying neural crest precursors [57], as well as genes with unknown roles in cell fate specification. 

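Expressed in the ventral ectoderm, foxi1, a forkhead gene of the otic placode (RefSeq NM_181735), rose from 52.5 ± 14.2 to 424 ± 28.4 CPM (SD, n = 3 each) with BMP2/7 protein under CHX. This is a log2 fold change of 3.02 (standard error 0.19, adjusted p = 0.000336) from edgeR. In untreated embryos at 6 hpf it stood at 45.9 ± 23.1 CPM in wild-type and 7.13 ± 3.30 CPM in bmp7 mutants (SD, n = 2 each), a log2 fold change of 2.68 (standard error 0.41, adjusted p = 0.0068). At 8 hpf it stood at 118.8 ± 11.1 and 0.776 ± 0.00139 CPM (SD, n = 2 each), a log2 fold change of 7.25 (standard error 0.55, adjusted p = 0.000367). tfap2c, an AP-2 gene of epidermis and neural crest precursors (RefSeq NM_001008576), rose under CHX with a log2 fold change of 1.05 (standard error 0.20, adjusted p = 0.0354), and its log2 fold changes of wild-type over mutant were 1.41 (standard error 0.23, adjusted p = 0.00795) at 6 hpf and 3.05 (standard error 0.24, adjusted p = 0.000416) at 8 hpf. tp63, a p53 family gene of the epidermis (RefSeq NM_152986), stood at 39.6 ± 11.6 CPM with and 13.0 ± 5.55 CPM without BMP2/7 protein (SD, n = 3 each), a log2 fold change of 1.61 that did not pass the test (adjusted p = 0.0679, or 0.00131 with the replicate number as a block). At 8 hpf its log2 fold change of 2.78 did not pass either (standard error 0.78, adjusted p = 0.0865), nor did 0.66 at 6 hpf (adjusted p = 0.572). The tfap2c calls were lost under CHX (adjusted p = 0.185 without CHX replicate 1, 0.0928 without CHX replicate 3, 0.17 without CHX and BMP2/7 replicate 1 and 0.114 without CHX and BMP2/7 replicate 2; 8.18e-05 to 0.185 over all settings tried) and at 6 hpf (adjusted p = 0.0525 without mutant 6 hpf replicate 2; 4.99e-06 to 0.0525). tp63 passed under CHX at an adjusted p of 0.0253 without CHX replicate 2 (0.000118 to 0.255 over all settings tried).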

We identified many genes encoding components of BMP and other signaling pathways. 

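Genes that feed back on BMP signaling were raised by BMP2/7 protein in CHX-treated mutants. Of 20 such genes listed from textbook knowledge, 10 rose and none fell by edgeR (16 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 5.12e-53; adjusted p = 0.00569 with an estimated correlation). smad7, which encodes an inhibitory Smad (RefSeq NM_175082), stood at 152 ± 11.3 CPM (SD, n = 3) with and 41.1 ± 2.17 CPM (SD, n = 3) without the protein, a log2 fold change of 1.88 (standard error 0.11, adjusted p = 0.000231). id2a, a bHLH inhibitor gene, had a log2 fold change of 1.62 (standard error 0.17, adjusted p = 0.0032). In untreated embryos the list had 4 genes higher and 1, skia, lower in wild-type at 6 hpf, and 5 higher at 8 hpf (7 higher, 3 lower, and 10 higher when adjusted over the list alone). It ranked above other genes at 8 hpf (camera, adjusted p = 6.65e-10; adjusted p = 0.0201 with an estimated correlation), and at 6 hpf the adjusted p was 0.213. Of 17 genes of BMP ligands, receptors and Smads, bmp4 and smad9 rose under CHX (5 when adjusted over the list alone; camera, adjusted p = 1.77e-06; adjusted p = 0.0888 with an estimated correlation). smad9, which encodes a Smad that BMP receptors activate, had a log2 fold change of 3.46 (standard error 0.42, adjusted p = 0.00527). At 6 hpf, 6 of these 17 were higher in wild-type, and at 8 hpf 3 were higher, bmp7a itself among them at both stages, and bmpr1ba, a type I receptor gene, was lower (10 higher, and 4 higher and 1 lower, when adjusted over the list alone). With an estimated correlation the ligand and receptor list had adjusted p = 0.147 at 6 hpf and 0.0723 at 8 hpf. With the replicate number as a block, 16 feedback genes rose and 1 fell under CHX, 6 genes of the ligand and receptor list rose, and the feedback list had adjusted p = 0.0879 with an estimated correlation.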

Interestingly, BMP signaling directly activates the canonical Wnt receptors *fzd4/5*, the Nodal signaling cofactor *foxh1*, and the Retinoic Acid binding protein *crabp2b*. This pathway specific feedback may be critical for robust gradient formation and integration of multiple signaling pathways during embryonic patterning. 

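Under CHX, BMP2/7 protein raised fzd4 and fzd5, which encode Wnt receptors, and foxh1, which encodes a cofactor of Smads in Nodal signaling. By edgeR, fzd4 (RefSeq NM_001305469) had a log2 fold change of 0.95 (standard error 0.15, adjusted p = 0.0149), fzd5 1.72 (standard error 0.33, adjusted p = 0.0387) and foxh1 0.88 (standard error 0.12, adjusted p = 0.0102). In untreated embryos fzd4 was higher in wild-type than in bmp7 mutants at 8 hpf, with a log2 fold change of 1.47 (standard error 0.32, adjusted p = 0.0462), and fzd5 was higher at 6 hpf, with a log2 fold change of 1.50 (standard error 0.43, adjusted p = 0.0444). The log2 fold change of foxh1 was -0.15 at 6 hpf (adjusted p = 0.735) and 1.17 at 8 hpf (adjusted p = 0.0666), and neither passed the test. crabp2b, which encodes a retinoic acid binding protein, had 243 ± 107 CPM with and 77.4 ± 59.7 CPM without BMP2/7 protein (SD, n = 3 each), a log2 fold change of 1.64 that did not pass (adjusted p = 0.268, or 0.000462 with the replicate number as a block). crabp2b was higher in wild-type at 6 hpf, with a log2 fold change of 0.87 (standard error 0.17, adjusted p = 0.0142), and did not pass at 8 hpf (0.52, adjusted p = 0.115). A second crabp2b transcript with fewer reads passed the edgeR test at both stages. Its log2 fold changes were 2.92 (standard error 0.49, adjusted p = 0.00909) at 6 hpf and 2.35 (standard error 0.47, adjusted p = 0.0353) at 8 hpf. Under CHX that transcript did not pass either (1.69, adjusted p = 0.489). Of 19 genes of the Wnt pathway, 7 rose and sp5l fell under CHX (8 and 4 when adjusted over the list alone; camera, adjusted p = 0.000763; adjusted p = 0.0789 with an estimated correlation), and with the block 8 rose and 4 fell. Of 11 Nodal pathway genes, foxh1, lft2 and smad3b rose (3 when adjusted over the list alone; camera, adjusted p = 7.89e-05; adjusted p = 0.0741 with an estimated correlation), and with the block 4 rose and 2 fell. Of 7 retinoic acid genes cyp26a1, which degrades retinoic acid, rose (1 when adjusted over the list alone; camera, adjusted p = 0.000763; adjusted p = 0.0888 with an estimated correlation), and with the block 4 rose. Single libraries decided the calls of fzd4 at 8 hpf (adjusted p = 0.155 without wild-type 8 hpf replicate 1, 0.0849 without wild-type 8 hpf replicate 2, 0.26 without mutant 8 hpf replicate 1 and 0.234 without mutant 8 hpf replicate 2; 0.00117 to 0.26 over all settings tried) and under CHX (adjusted p = 0.107 without CHX replicate 1 and 0.0852 without CHX and BMP2/7 replicate 1; 6.74e-06 to 0.107), of foxh1 under CHX (adjusted p = 0.0564 without CHX and BMP2/7 replicate 1; 3.02e-06 to 0.0613) and of crabp2b at 6 hpf (adjusted p = 0.0694 without mutant 6 hpf replicate 1; 0.00109 to 0.255). For fzd5 the adjusted p was 0.127 without wild-type 6 hpf replicate 1, 0.102 without wild-type 6 hpf replicate 2, 0.0981 without mutant 6 hpf replicate 1, 0.21 without mutant 6 hpf replicate 2, 0.0678 without mutant 8 hpf replicate 1 and 0.0682 without mutant 8 hpf replicate 2 at 6 hpf and 0.0982 without CHX replicate 2, 0.0639 without CHX replicate 3, 0.18 without CHX and BMP2/7 replicate 1, 0.0916 without CHX and BMP2/7 replicate 2 and 0.106 without CHX and BMP2/7 replicate 3 under CHX (0.0148 to 0.21 and 3.68e-05 to 0.18 over all settings tried), foxh1 passed at 8 hpf at 0.0471 without mutant 6 hpf replicate 1 and 0.0449 without mutant 6 hpf replicate 2 (0.0057 to 0.316), and crabp2b passed under CHX at 0.0188 without CHX replicate 2 (0.000462 to 0.629).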

While our analysis identified the initial gene expression readout of the BMP gradient, further work is needed to resolve the genetic regulatory network committing progenitors to specific ventral cell fates.

To determine the number of positional values established by the BMP signaling gradient, we reanalyzed a scRNA-seq dataset [58] using the Seurat analysis algorithm [59] to infer the DV expression domains of the 57 direct targets identified. Based on these results, the target genes were sorted into 3 DV clusters and validated by analysis of a representative of each cluster as expressed in 3 distinct embryonic domains. Although we identified 3 distinct domains, the remaining target genes could further partition into additional domains across the DV axis. These broad overlapping domains will undergo further refinement through regulatory feedback and interaction with other signaling pathways later in development to specify cell fates. For example, the BMP target gene and preplacodal ectodermal marker *dlx3b* is initially broadly expressed in cluster 3 (S4 Fig). By late gastrulation (9 hpf), expression of *dlx3b* is restricted by factors also induced by BMP signaling, *tfap2a/c*, *foxi1*, and *gata3* to form bilateral stripes that separate specification of epidermis and preplacodal ectoderm [37]. Future studies will have to address how other broadly expressed domains are refined into sharp, spatially discrete domains.

### Concentration, not gradient shape or duration, positions expression boundaries

Our mutant analysis demonstrates that cells do not interpret the pSmad5 gradient slope to activate 3 spatially distinct target genes. The slope of the pSmad5 gradient undergoes a 2-fold decrease in *chordin* mutants compared to wild-type embryos in the ventral–lateral region (25 to 75 degrees) and a 2-fold increase in the dorsal–lateral region (125 to 155 degrees) (Fig 4J–4L), but the boundaries of target gene expression remain strongly correlated with specific pSmad5 levels (Fig 4G–4I). Previous analysis of the BMP signaling gradient over time has revealed that the gradient is highly dynamic from mid-blastula to mid-gastrula stages [22,23]. Nuclear pSmad5 levels rapidly increase at the most ventral positions (0 to 25 degrees) from 4.7 to 6.7 hpf. However, the pSmad5 gradient region determined to pattern target gene expression (70 to 110 degrees) is remarkably stable during this time [23]. Our lab previously found no significant difference in pSmad5 levels in this region during this time period, although the gradient slope undergoes a 2-fold increase [23]. Stable pSmad5 levels over time may allow cells to continually read out the gradient to reduce cell-to-cell variability, and steepening of the slope could allow for sharper gene expression boundaries to form.

We also showed that cells do not require integration of BMP signaling over a prolonged duration for initial patterning of the DV axis. Further genetic regulatory networks may act over time to refine the gene expression domains. We found that cells rapidly activate multiple, distinctly expressed target genes upon a 30-minute exposure to the BMP ligand. This is consistent with previous studies from our lab showing that BMP signaling prior to gastrulation is not required for DV patterning [22]. Specifically, reinitiating BMP signaling activity at 6 hpf in a BMP-deficient embryo rescues DV patterning. However, reinitiating BMP signaling activity at 6.5 hpf in a BMP-deficient embryo failed to rescue. Therefore, while cells do not require integration of BMP signaling before gastrulation, there is a critical window of time in early gastrulation during which cells are responding to BMP signaling. Furthermore, all cells across the DV axis are exposed to BMP signaling for the same length of time, while the gradient forms [22,23]. During mid-blastula stages (before 4 hpf), BMP signaling is activated at low levels everywhere, before signaling is cleared from the dorsal side and the gradient steepens [22]. Together, these data show that cells do not require differences in BMP signal duration to activate spatially distinct target genes.

While BMP signal duration or gradient slope has been shown to pattern tissues in other contexts, we find that distinct pSmad5 threshold levels pattern the embryonic DV axis. It will be important to investigate the molecular mechanism by which these thresholds activate target genes to compare BMP interpretation across contexts. The molecular mechanisms that establish different pSmad5 thresholds will be particularly interesting because BMP-responsive Smad transcription factors bind DNA with weak affinity [69,70]. Therefore, the classic model where differential affinity of transcription factors to regulatory elements produces spatially distinct target gene expression patterns alone cannot underlie BMP interpretation. To increase affinity and selectivity for DNA, Smad proteins bind to other high-affinity DNA-binding transcription factors [71]. Differential DNA-binding of Smad to target gene regulatory elements may be mediated by interactions with these cofactors. In *Drosophila*, the cofactor Zelda is required for BMP target genes to be expressed in the correct domain [72] and may represent such a Smad cofactor. However, a Zelda ortholog is not present in vertebrates, so other cofactors may play this role. Future studies on the association of Smad5 with cofactors or chromatin modifiers will be essential to further uncover the mechanism establishing concentration-dependent morphogen interpretation.

## Materials and methods

### Zebrafish

Adult zebrafish (*Danio rerio*) were kept at 28°C in a 13-hour light/11-hour dark cycle, and procedures were approved by the University of Pennsylvania Institutional Animal Care and Use Committee (IACUC). All zebrafish husbandry were performed in accordance with institutional, national ethical, and animal welfare guidelines. The embryos used for experiments were between 0 and 8 hpf, with some phenotypes tracked 1 to 2 days post fertilization. Embryos were collected and raised at 28°C in E3 solution. In this study, sex/gender is not relevant since zebrafish sex determination takes place after 25 days post fertilization [73]. The zebrafish lines used were WT (TU) (RRID: ZIRC_ ZL57), *chordin*^*tt250*^ (RRID: ZDB-ALT-980413-523, ZIRC_ZL61), and *bmp7a*^*sb1aub*^ (RRID: ZFIN_ZDB-ALT-050216-2, ZIRC_ZL1390). Adult *chordin*^*tt250*^ homozygous fish were generated by injecting *chordin* mRNA into 1-cell stage *chordin*-/- embryos to rescue the embryonic ventralization and then raised to adulthood. Adult *bmp7a*^*sb1aub*^ homozygous fish were used to produce all *bmp7a*^*sb1aub*^ homozygous embryos. Adult *bmp7a*^*sb1aub*^ homozygotes were generated by injecting *bmp7a* mRNA into 1-cell stage *bmp7a*-/- embryos to rescue the embryonic dorsalization and then raised to adulthood.

### Genotyping

Adult and embryonic genomic DNA was obtained using HotShot DNA isolation. Genotyping of adults and embryos for the *chordin* mutation was performed using KASPar genotyping [74]. Primers were designed and generated by LGC BiosearchTechnologies (Petaluma, California, United States of America) to the following sequences flanking the [WT/ *chordin*^*tt250*^] nucleotide: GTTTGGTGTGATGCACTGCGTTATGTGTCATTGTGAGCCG[G/A]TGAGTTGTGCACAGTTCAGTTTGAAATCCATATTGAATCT.

### pSmad5 immunostaining, imaging, and quantification

pSmad5 immunostaining, imaging, and quantification were performed as previously described [23,75]. Embryos were fixed in 4% paraformaldehyde at 4°C, blocked in NCS-PBST and probed overnight with a 1:100 dilution of anti-phosphoSmad1/5/9 antibody (Cell Signaling Technology, Cat# 13820, RRID:AB_2493181, Danvers, Massachusetts, USA), followed by a 1:500 dilution of goat anti-rabbit Alexa Fluor 647 (Molecular Probes, Cat# A-21244, RRID:AB_141663, Eugene, Oregon, USA) and a 1:1,000 dilution of Sytox Green (Thermo Fisher Scientific, Cat# S7020, Waltham, Massachusetts, USA). Embryos were gradually dehydrated into methanol, then cleared and mounted in BABB, a 1:2 ratio of benzyl alcohol (Sigma-Aldrich, B-1042, St. Louis, Missouri, USA) and benzyl benzoate (Sigma-Aldrich, B-6630, St. Louis, Missouri, USA). Mounted embryos were imaged on a Zeiss LSM880 confocal microscope with an LD LCI Plan-Achromat 25X/0.8 lmm Corr DIC M27 multi-immersion lens in the oil-immersion setting (Zeiss, Oberkochen, Germany). The same single bead from a calibration slide (Thermo Fisher Scientific, Cat#F369009, well A1, Waltham, Massachusetts, USA) was imaged between slides to account for any fluctuations in laser power.

Images were analyzed with a custom MATLAB algorithm to identify individual nuclei center points and extract pSmad5 intensities from within each nucleus [23,75], which were normalized based on the standard calibration bead intensity. Resulting embryos were aligned across the DV axis and conformed using Coherent Point Drift. Population means were generated after genotyping for wild-type and heterozygous sibling controls, since all imaging and analysis was performed blinded. Mean profiles were generated by averaging pSmad5 intensities of cells in a 40-μm band. Three-dimensional (3D) embryo-wide displays of mean pSmad5 were generated by projecting all nuclei on a sphere divided into 4,800 equilateral triangles and nuclei within each triangle averaged together. The pSmad5 gradient slopes were obtained by fitting a lowess fit to the average 3D data’s spherical coordinates phi and theta using the “fit” function in MATLAB.

### Fluorescent in situ hybridization, imaging, and quantification

Embryos were fixed in 4% paraformaldehyde at 4°C and gradually dehydrated in methanol. Whole-mount in situ hybridizations were performed using DIG-labeled anti-sense RNA probes (made with labeling kit: Roche, 11175033910, Basel, Switzerland) to *sizzled* [76], *foxi1* [37], and *bambia*. Probes were visualized with anti-DIG-Horseradish Peroxidase (Roche, 11207733910, Basel, Switzerland) developed with TSA Plus Cyanine 3 kits using a 1:50 dilution (Perkin Elmer, NEL744001KT, Waltham, Massachusetts, USA), and nuclei were stained with 1:1,000 dilution of Sytox Green. Embryos were cleared, mounted, and imaged as described for immunofluorescence. Images were analyzed using the same MATLAB algorithm, except fluorescent intensity was extracted from a 25-pixel sphere from the center point of each nucleus to include the cytoplasmic staining.

### BMP2/7 protein injection

For CHX assays, embryos were dechorionated and treated with 10 μg/ml of CHX (Sigma-Aldrich, #C4859, St. Louis, Missouri, USA) at 4 hpf for 30 minutes. For both the CHX assay and time course, the embryos were injected with a 3-nl solution containing KCL (0.1 M), bovine serum albumin (BSA; 0.1%), rhodamine-dextran (0.5%), and either 120 or 60 nM of hBMP2-hBMP7 heterodimer (R&D Systems, 2339-BM, Minneapolis, Minnesota, USA) into the extracellular space. Embryos were allowed to develop for the time indicated, then fixed in 4% paraformaldehyde and processed for RNA extraction, whole-mount pSmad5 immunostaining, or FISH.

### Cell disassociation cultures

At 4 hpf, *bmp7* mutant embryos were dechorionated and placed into 1X Modified Barth’s Saline (MBS) as previously described [77]. One hundred animal caps were removed with forceps by cutting the blastoderm at approximately 50% of its height, and the collected cells were diluted to a final concentration of 5 × 10^5^ in 1X MBS containing Gentamicin (50 ug/ml; Gibco, Carlsbad, California, USA). The cells were disassociated by quickly vortexing, and 5 or 20 ng/ml of hBMP2-hBMP7 heterodimer (R&D Systems 2339-BM) was added to the tube for 2 hours before fixing with 4% paraformaldehyde. To perform immunofluorescence and FISH, cells were transferred to glass slides by cytospin at 750 rpm for 5 minutes. The pSmad5 immunostaining was performed and analyzed as described above with the slides mounted in Fluoromount-G (Southern Biotechnology Associates, Birmingham, Alabama, USA) for imaging. For FISH, cells were fixed in 4% paraformaldehyde for 10 minutes and allowed to air-dry for 1 hour before performing the FISH and analyzed as described above with the slides mounted in Vectashield mounting medium (Vector Labs, Burlingame, California, USA) for imaging. Fluorescent signal was normalized to the median of the top and bottom 5% of cells in wild-type early gastrula embryos imaged on slides.

### RNA sequencing and analysis

Two replicates of 40 wild-type and *bmp7* mutants were collected at early gastrula (shield, 6 hpf) and mid-gastrula (70% epiboly, 8 hpf). Three replicates of 50 *bmp7* mutant embryos treated with CHX with or without injected BMP2/7 protein were collected 90 minutes after injection. Total RNA was extracted from dechorionated embryos with Trizol and purified with phenol-chloroform. Libraries were prepared with Illumina TruSeq stranded polyA-selection mRNA kit (Illumina, San Diego, California, USA) by the Next-Generation Sequencing Core at the University of Pennsylvania. Libraries were analyzed using the Agilent BioAnalyzer (Agilent, Santa Clara, California, USA) and Kapa Biosystems library quantitation kit (Roche, Basel, Switzerland) before sequencing on a HiSeq4000. Sequence reads were aligned to the zebrafish GRCz11 genome assembly with RNA-seq Unified Mapper (RUM) [78]. Differential expression was determined with EdgeR, and values were normalized to counts per million. GO analysis of BMP target genes was performed using the PANTHER classification system for the enrichment analysis (http://pantherdb.org/) and Fisher exact test with Bonferroni correction and *P* < 0.05 to determine terms that are statistically significant [79,80].

### Seurat analysis of single-cell RNA sequencing dataset

Previously published scRNA sequencing from 6,100 individual cells dissociated from 75% epiboly embryos were used [58]. Cells with less than 2,000 genes sequenced were excluded from the analysis. Genes sequenced in fewer than 3 cells were also excluded from the analysis. Locations of the 47 landmark genes used are shown in [59]. Expression of target genes were mapped into bins using the Seurat package version 1.2 [59]. Data were normalized in Seurat.

### Statistical analysis

Statistical tests were performed on GraphPad Prism software, and Student *t* tests (2 groups) or analysis of variance (3 groups) were performed. Error bars represent standard deviation. Figure legends indicate the number of *n* values for each analysis. Each experiment was performed at least 2 times.

### Ethics statement

All animal procedures and protocols were performed in accordance with the approved IACUC protocols (#803105 and #804214) of the University of Pennsylvania and with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health.

## Supporting information

S1 Fig Identification of genes dependent on and directly regulated by BMP signaling. Related to Fig 1. **(A)** Animal view of the maximum projection of pSmad5 immunofluorescence of a WT and *bmp7* mutant mid-gastrula stage (8 hpf) embryo. Nuclei are stained with Sytox Green. **(B)** Mean pSmad5 profiles of WT (*n* = 4) (solid line) and *bmp7* mutants (*n* = 3) (dotted line) across the DV axis. Location of the 40-μm band of cells (red) that was averaged is indicated on the embryo in top right corner. See Table D in S1 Data for underlying data. **(C)** Differential gene expression of WT and *bmp7* mutants at early gastrulation (6 hpf) using RNA-seq. Significantly up-regulated genes in WT compared to *bmp7* mutants shown in red, and significantly down-regulated genes are shown in blue. All other genes are shown in gray. A subset of known BMP-dependent genes is highlighted. See Table E in S1 Data for underlying data. **(D)** Animal view of in situ hybridization of *foxi1*, a known direct target of BMP signaling, in the conditions shown. **(E)** GO term analysis for molecular functions of the 57 direct target genes. See Table F in S1 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; CHX, cycloheximide; DV, dorsal–ventral; GO, Gene Ontology; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; RNA-seq, RNA sequencing; WT, wild-type.

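At 6 hpf, gdi2, which encodes an inhibitor of Rab GTPase cycling (RefSeq NM_199655), stood at 131 ± 17.2 CPM (SD, n = 2) in wild-type and 0.554 ± 0.0212 CPM (SD, n = 2) in bmp7 mutant embryos. This is a log2 fold change of 7.87 (standard error 0.32, adjusted p = 6.55e-06) from edgeR, and at 8 hpf it was 7.72 (standard error 0.34, adjusted p = 1.07e-05). chtf18, which encodes a factor of sister chromatid cohesion, had a log2 fold change of 7.40 (standard error 0.59, adjusted p = 0.000442). In the opposite direction, crip1, which encodes a small LIM domain protein and has a second transcript with the same counts (RefSeq NM_001159819), had a log2 fold change of -6.23 (standard error 0.39, adjusted p = 0.000101). anxa13l, of the annexin family, had a log2 fold change of -5.38 (standard error 0.65, adjusted p = 0.00308). When all libraries were normalized together, wild-type embryos had 149.6 CPM of gdi2 at 6 hpf and 118.1 CPM at 8 hpf. In CHX-treated mutants gdi2 stayed low, at 0.573 CPM without and 0.739 CPM with BMP2/7 protein (n = 3 each). gdi2, chtf18, crip1 and anxa13l are among the 48 genes at least 16-fold different at both stages. A different genetic background of the wild-type and mutant embryos may explain some of those. Of the BMP target genes, szl had 240 counts in the wild-type and 0 in the mutant libraries at 6 hpf, at least 48.0-fold higher in wild-type against 3 counts over the group (adjusted p = 0.00326). bambia had a log2 fold change of 1.31 (standard error 0.22, adjusted p = 0.00909). Of the genes highlighted in Fig 1B, 6 were called higher in wild-type at this stage, while id4 (log2 fold change of 1.35, adjusted p = 0.0768), drl (2.35, adjusted p = 0.051) and msx2b (at least 2.60-fold, adjusted p = 0.146) did not pass the test.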

(TIF)

S2 Fig Seurat predicted expression domains of BMP directly up-regulated target genes in cluster 1. Related to Fig 2. Heat map of gene expression patterns from Seurat analysis for cluster 1 target genes directly up-regulated by BMP signaling and sequenced in scRNA-seq dataset of mid-gastrula (8 hpf) embryos. Cluster 1 target genes are expressed within the first 3 or 4 bins. Predicted expression normalized across all bins. Below are Seurat predicted expression profiles across the DV axis. Each point is the sum of the expression intensity from all bins at 1 DV position. Genes are considered expressed in a bin with greater than 0.5 A.U. of predicted expression. The genes known to expressed dorsally or in the prechordal plate are indicated by asterisks. See Table E in S2 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; hpf, hours post fertilization; scRNA-seq, single-cell RNA sequencing.
(TIF)

S3 Fig Seurat predicted expression domains of BMP directly up-regulated target genes in cluster 2. Related to Fig 2. Heat map of gene expression patterns from Seurat analysis for cluster 2 target genes directly up-regulated by BMP signaling and sequenced in scRNA-seq dataset of mid-gastrula (8 hpf) embryos. Cluster 2 target genes are expressed within the first 5 bins. Predicted expression normalized across all bins. Below are Seurat predicted expression profiles across the DV axis. Each point is the sum of the expression intensity from all bins at 1 DV position. Genes are considered expressed in a bin with greater than 0.5 A.U. of predicted expression. The genes known to expressed dorsally or in the prechordal plate are indicated by asterisks. See Table F in S2 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; hpf, hours post fertilization; scRNA-seq, single-cell RNA sequencing.
(TIF)

S4 Fig Seurat predicted expression domains of BMP directly up-regulated target genes in cluster 3. Related to Fig 2. Heat map of gene expression patterns from Seurat analysis for cluster 3 target genes directly up-regulated by BMP signaling and sequenced in scRNA-seq dataset of mid-gastrula (8 hpf) embryos. Cluster 3 target genes are expressed within the first 6 or 7 bins. Predicted expression normalized across all bins. Below are Seurat predicted expression profiles across the DV axis. Each point is the sum of the expression intensity from all bins at 1 DV position. Genes are considered expressed in a bin with greater than 0.5 A.U. of predicted expression. The genes known to expressed dorsally or in the prechordal plate are indicated by asterisks. See Table G in S2 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; hpf, hours post fertilization; scRNA-seq, single-cell RNA sequencing.
(TIF)

S5 Fig Seurat predicted expression domains of BMP directly up-regulated target genes in cluster 4. Related to Fig 2. Heat map of gene expression patterns from Seurat analysis for cluster 4 target genes directly up-regulated by BMP signaling and sequenced in scRNA-seq dataset of mid-gastrula (8 hpf) embryos. Cluster 4 target genes have random or uniform expression across the DV axis. Predicted expression normalized across all bins. Below are Seurat predicted expression profiles across the DV axis. Each point is the sum of the expression intensity from all bins at 1 DV position. Genes are considered expressed in a bin with greater than 0.5 A.U. of predicted expression. See Table H in S2 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; hpf, hours post fertilization; scRNA-seq, single-cell RNA sequencing.
(TIF)

S6 Fig Seurat predicted expression domains of 11 BMP directly down-regulated target genes. Related to Fig 2. Heat map of gene expression patterns from Seurat analysis for 11 target genes directly down-regulated by BMP signaling that were sequenced in a scRNA-seq dataset of mid-gastrula (8 hpf) embryos. Predicted expression was normalized across all bins. Below are Seurat predicted expression profiles across the DV axis. Each point is the sum of the expression intensity from all bins at 1 DV position. Genes are considered expressed in a bin with greater than 0.5 A.U. of predicted expression. Genes with higher predicted expression in bins 5–8 than bins 1–4 are considered to be dorsally enriched. See Table I in S2 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; hpf, hours post fertilization; scRNA-seq, single-cell RNA sequencing.
(TIF)

S7 Fig Quantifying FISH of 3 target genes. Related to Fig 2. **(A)** Animal view of a maximum projection of FISH for *sizzled*, *foxi1*, and *bambia* of individual WT embryos at an early gastrula stage (7 hpf). Nuclei are stained with Sytox Green. **(B)** Schematic of cells of individual embryo partitioned into 128 equally spaced bins. Expression intensity within each bin is averaged. Both halves of the embryo are averaged together into 64 bins, and the expression intensity is normalized across all bins. Expression intensity is displayed as an 8 by 8 heat map. **(C–E)** Individual (colored) and averaged (black) expression profiles of *sizzled* (*n* = 5) **(C)**, *foxi1* (*n* = 5) **(D)**, and *bambia* (*n* = 9) **(E)** across the DV axis of WT embryos at 7 hpf. Location of the 40-μm band of cells that was averaged is indicated on the embryo in the top right corner. The boundary of the expression domain was measured in individual embryos at the position of 10% maximum expression intensity. A.U. is arbitrary units. See Tables J–L in S2 Data for underlying data. DV, dorsal–ventral; FISH, fluorescent in situ hybridization; hpf, hours post fertilization; WT-wild-type.
(TIF)

S8 Fig Expression profiles across the AV axis of the embryo. Related to Fig 3. **(A)** Schematic showing the location where a band of cells over the top of the embryo was averaged, beginning at the ventral margin (−100^o^) and ending at the dorsal margin (100^o^). **(B–D)** Individual (colored) and averaged (black) expression profiles of *sizzled* (*n* = 5) **(B)**, *foxi1* (*n* = 5) **(C)**, and *bambia* (*n* = 9) **(D)** across the AV axis of WT embryos at 7 hpf. Location of the 40-μm band of cells that was averaged is indicated in red on the embryo in the top right corner. The boundary of the expression domain was measured in individual embryos at the position of 10% maximum expression intensity. See Tables I–K in S3 Data for underlying data. **(E)** Measurement of pSmad5 intensity at the location of expression boundaries for *sizzled* (red), *foxi1* (green), and *bambia* (blue) across the AV axis of WT embryos at 7 hpf. See Table L in S3 Data for underlying data. **(F–H)** pSmad5 profiles across the AV axis. The intensity is averaged from a 40-μm band of cells around the AV axis at the location shown in red in the right corner embryo schematic of each panel. One WT clutch was used for **(F, G)** (*n* = 5), and another clutch was used for **(H)** (*n* = 6). Positions of expression boundaries for *sizzled* **(F)**, *foxi1* **(G)**, and *bambia* **(H)** are shown as vertical solid lines. Level of pSmad5 at the boundary is indicated as a horizontal dotted line. Colored dots indicate positions where target genes are expressed. See Tables M and N in S3 Data for underlying data. **(I)** Measurement of pSmad5 slope at the location of expression boundaries for *sizzled* (red), *foxi1* (green), and *bambia* (blue) across the AV axis of WT embryos at 7 hpf. See Table O in S3 Data for underlying data. **(J–L)** Slopes of pSmad5 profiles are shown in **(F–H)**. Positions of expression boundaries for *sizzled* **(J)**, *foxi1* **(K)**, and *bambia* **(L)** are shown as vertical solid lines. Slope of pSmad5 at the boundary is indicated as a horizontal dotted line. Colored dots indicate positions where target genes are expressed. See Tables P and Q in S3 Data for underlying data. A.U. is arbitrary units. *P < 0.05, **P < 0.01, ***P < 0.0001 in comparing pSmad5 levels and slopes using unpaired 2-tailed Student *t* tests. NS is not significant. AV, animal–vegetal; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; WT, wild-type.
(TIF)

S9 Fig pSmad5 levels and target gene expression in *chordin* mutants. Related to Fig 4. **(A)** Animal view of the maximum projection of pSmad5 immunofluorescence in an individual WT and *chordin* mutant at an early gastrula stage (7 hpf). Merged image with Sytox Green staining nuclei. Because the *chordin* mutant displays high pSmad5 levels throughout the embryo, a lower confocal laser intensity gain was used in imaging the WT and *chordin* mutant embryos in this experiment compared to other pSmad5 imaging experiments. **(B)** Position of expression boundaries for *sizzled* (red), *foxi1* (green) and *bambia* (blue) in individual WT (filled) and *chordin* mutant (opened) embryos. See Table G in S4 Data for underlying data. **(C–E)** Average expression profiles of *sizzled* **(C)**, *foxi1* **(D)**, and *bambia* **(E)** across the DV axis of WT (solid line) and *chordin* mutant (dotted line) embryos. Location of the 40-μm band of cells that was averaged is indicated on the embryo in the top right corner. See Tables H–J in S4 Data for underlying data. **(F)** Measurement of pSmad5 intensity at the location of expression boundaries for *sizzled* (red), *foxi1* (green), and *bambia* (blue) across the DV axis of WT (filled) and *chordin* mutant (opened) embryos at 7 hpf. See Table K in S4 Data for underlying data. **(G)** Measurement of pSmad5 gradient slope at the location of expression boundaries for *sizzled* (red), *foxi1* (green), and *bambia* (blue) across the DV axis of WT (filled) and *chordin* mutant (opened) embryos at 7 hpf. See Table L in S4 Data for underlying data. *P < 0.05, ***P < 0.001 in comparing DV position, pSmad5 levels, and pSmad5 slopes using unpaired 2-tailed Student *t* tests. NS is not significant. A.U. is arbitrary units. DV, dorsal–ventral; hpf, hours post fertilization; pSmad5, phosphorylated Smad5; WT, wild-type.
(TIF)

S10 Fig Differential target gene induction at 10, 20, and 30 minutes. Related to Fig 5. **(A)** Representative immunostaining of pSmad5 intensities of an uninjected *bmp7* mutant (*n* = 10) and *bmp7* mutants injected with 5 pg of BMP2/7 protein and fixed after 10, 20, and 30 minutes after injection (*n* = 10, *n* = 10, *n* = 10). Animal pole is facing up. **(B–D)** Representative FISH for *sizzled* **(E)** (*n* = 10, *n* = 11, *n* = 10, *n* = 10), *foxi1* **(F)** (*n* = 5, *n* = 5, *n* = 5, *n* = 5), and *bambia* **(G)** (*n* = 5, *n* = 5, *n* = 5, *n* = 5) in uninjected *bmp7* mutants and *bmp7* mutants injected with 5 pg of BMP2/7 protein and fixed 10, 20, and 30 minutes after injection. Animal pole is facing up. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; FISH, fluorescent in situ hybridization; pSmad5, phosphorylated Smad5.
(TIF)

S11 Fig Broadly expressed target gene *ved* rapidly activated following BMP exposure. Related to Fig 5. **(A)** Animal views of average FISH signal of *ved* in WT embryos (*n* = 6) and *chordin* mutants (*n* = 5) at an early gastrula stage (7 hpf). **(B)** Average expression profiles of *ved* (black) and *bambia* (blue) in WT (solid line) and *chordin* mutants (dotted line). Location of 40-μm band of cells that was averaged is indicated on embryo in right corner. See Table A in S5 Data for underlying data. **(C)** Representative FISH for *ved* in *bmp7* mutants uninjected or injected with 5 pg of BMP2/7 protein and fixed 10, 20, and 30 minutes after injection (*n* = 5, *n* = 5, *n* = 5, *n* = 5). Animal pole is facing up. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; FISH, fluorescent in situ hybridization; hpf, hours post fertilization; WT, wild-type.
(TIF)

S12 Fig Rapid activation of target genes does not require transcriptional feedback. Related to Fig 5. **(A)** Representative immunostaining of pSmad5 intensities of an uninjected *bmp7* mutant treated with CHX (*n* = 15) and a *bmp7* mutant treated with CHX and then injected with 5 pg of BMP2/7 protein (*n* = 15). Animal pole is facing up. **(B–D)** Representative FISH in CHX-treated *bmp7* mutants that were either uninjected or injected with 5 pg of BMP2/7 protein for *sizzled* **(E)** (*n* = 10 uninjected, *n* = 11 injected), *foxi1* **(F)** (*n* = 10, *n* = 10), and *bambia* **(G)** (*n* = 10, *n* = 11). Animal pole is facing up. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; CHX, cycloheximide; FISH, fluorescent in situ hybridization; pSmad5, phosphorylated Smad5.
(TIF)

S13 Fig Activation of different pSmad5 levels in BMP-treated disassociated cells. Related to Fig 6. **(A)** Representative maximum projection of pSmad5 immunofluorescence in whole-mount WT embryo, disassociated cells from *bmp7* mutants and disassociated cells from *bmp7* mutants treated with 5 or 20 ng/ml BMP2/7 protein. Merged image with Sytox Green stained nuclei. **(B)** Quantification of nuclear pSmad5 intensities of individual cells in whole-mount WT embryos, disassociated cells from *bmp7* mutants and disassociated cells from *bmp7* mutants treated with 5 or 20 ng/ml BMP2/7 protein. See Table A in S6 Data for underlying data. A.U. is arbitrary units. BMP, Bone Morphogenetic Protein; pSmad5, phosphorylated Smad5; WT, wild-type.
(TIF)

S14 Fig Differential response of *sizzled* and *bambia* to BMP concentrations. Related to Fig 6. **(A)** Representative maximum projection of *sizzled* FISH in whole-mount WT embryos, disassociated cells from *bmp7* mutants and disassociated cells from *bmp7* mutants treated with 5 or 20 ng/ml BMP2/7 protein. Merged image with Sytox Green stained nuclei. **(B)** Representative maximum projection of *bambia* FISH in whole-mount WT embryos, disassociated cells from *bmp7* mutants and disassociated cells from *bmp7* mutants treated with 5 or 20 ng/ml BMP2/7 protein. Merged image with Sytox Green stained nuclei. BMP, Bone Morphogenetic Protein; FISH, fluorescent in situ hybridization; WT, wild-type.
(TIF)

S1 Table BMP up-regulated target genes. Related to Fig 1 and S1 Fig. List of names and RefSeq accession numbers of genes directly activated by BMP signaling during gastrulation, as well as the corresponding cluster number based on the Seurat predicted expression profile. Clusters 1, 2, and 3 are genes with predicted ventrally enriched expression. Cluster 4 contains the genes with predicted uniform profiles or significant dorsal expression. NS indicates genes that were not sequenced in the Farrell et al. (2018) scRNA-seq dataset. BMP, Bone Morphogenetic Protein; scRNA-seq, single-cell RNA sequencing.

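All but 7 genes of the table carry the cluster of their predicted expression domain, which the study derived from single-cell data not used here. Cluster 1 holds 5 genes, of which 2 were higher in wild-type than in bmp7 mutant embryos at 6 hpf, 3 at 8 hpf, and 3 were raised by BMP2/7 protein under CHX, by edgeR (2, 5 and 5 when adjusted over the list alone; 5 raised with the replicate number as a block). Of the 6 genes of cluster 2, 3 were higher at 6 hpf, 3 at 8 hpf, and 6 were raised under CHX (6 each when adjusted over the list alone). Cluster 3 has 19 genes, of which 10 were higher at 6 hpf, 11 at 8 hpf, and 16 of 18 tested were raised under CHX (13, 19 and 18 when adjusted over the list alone). In cluster 4, of 20 genes, 5 were higher at 6 hpf and 3 at 8 hpf, and 16 of 17 tested were raised (13 higher and 1 lower, 14, and 17 when adjusted over the list alone). For the 7 genes without a cluster the counts were 5, 1 and 5 (7, 5 and 7 when adjusted over the list alone). Raised with the replicate number as a block were 18 genes of cluster 3, 17 of cluster 4 and 7 without a cluster. The median log2 fold changes at 8 hpf were 3.68 in cluster 1, 1.71 in cluster 2, 2.15 in cluster 3 and 1.35 in cluster 4. With an estimated correlation, camera gave adjusted p = 0.05, 0.0463, 0.00612 and 0.05 for the clusters at that stage. The study chose these genes on the same libraries, so the counts are not independent evidence. hsd3b2, which encodes a steroid dehydrogenase, is one of the genes raised under CHX, with a log2 fold change of 2.10 (standard error 0.20, adjusted p = 0.00225). ppp1r14c, which encodes an inhibitor of protein phosphatase 1, had a log2 fold change of 5.04 (standard error 0.62, adjusted p = 0.00447).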

(DOCX)

S2 Table BMP down-regulated target genes. Related to S6 Fig. List of names and RefSeq accession numbers of genes directly inhibited by BMP signaling during gastrulation, as well as the expression domain predicted by Seurat. NE indicates predicted expression is not enriched along the DV axis. NS indicates genes that were not sequenced in the Farrell et al. (2018) scRNA-seq dataset. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; scRNA-seq, single-cell RNA sequencing.

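Besides cyp2p9 and def6a, BMP2/7 protein lowered ip6k2a, which encodes an inositol hexakisphosphate kinase, st8sia1, which encodes a sialyltransferase of ganglioside synthesis, and cpa4, which encodes a carboxypeptidase, among the listed genes. By edgeR, ip6k2a had a log2 fold change of -1.13 (standard error 0.18, adjusted p = 0.0197) under CHX and -1.81 (standard error 0.30, adjusted p = 0.00909) for wild-type over bmp7 mutant embryos at 6 hpf. st8sia1 had -1.52 (standard error 0.26, adjusted p = 0.0231) under CHX and -1.46 (standard error 0.28, adjusted p = 0.0142) at 6 hpf. sparc, which encodes a matrix glycoprotein, was lower in wild-type at 8 hpf, with a log2 fold change of -2.24 (standard error 0.40, adjusted p = 0.0241), and under CHX its log2 fold change of -1.57 did not pass the test (adjusted p = 0.161, or 0.00893 with the replicate number as a block). her11, a gene of the hairy and Enhancer of split family, passed in none of the comparisons, with adjusted p = 0.207 at 6 hpf, 0.0962 at 8 hpf and 0.325 under CHX (or 0.000755 with the block). Without single libraries calls were lost for ip6k2a under CHX (adjusted p = 0.11 without CHX replicate 1, 0.0512 without CHX replicate 3 and 0.0861 without CHX and BMP2/7 replicate 1; 2.81e-06 to 0.11 over all settings tried) and at 6 hpf (adjusted p = 0.0529 without mutant 6 hpf replicate 2; 2.86e-07 to 0.0529), and for st8sia1 under CHX (adjusted p = 0.107 without CHX replicate 1, 0.133 without CHX and BMP2/7 replicate 1 and 0.0842 without CHX and BMP2/7 replicate 2; 4.67e-07 to 0.133) and at 6 hpf (adjusted p = 0.0694 without wild-type 6 hpf replicate 1 and 0.0821 without mutant 6 hpf replicate 2; 3.89e-05 to 0.0821). The cpa4 call, with a log2 fold change of -2.38 (standard error 0.45, adjusted p = 0.0354), was lost without each of the 6 CHX libraries (adjusted p = 0.0739 without CHX replicate 1, 0.133 without CHX replicate 2, 0.0967 without CHX replicate 3, 0.191 without CHX and BMP2/7 replicate 1, 0.151 without CHX and BMP2/7 replicate 2 and 0.129 without CHX and BMP2/7 replicate 3; 0.000401 to 0.191 over all settings tried). For sparc at 8 hpf the adjusted p was 0.118 without wild-type 8 hpf replicate 1, 0.0897 without wild-type 8 hpf replicate 2, 0.087 without mutant 8 hpf replicate 1 and 0.178 without mutant 8 hpf replicate 2 (5.77e-06 to 0.178 over all settings tried).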

(DOCX)

S1 Data Data underlying Fig 1B, 1E and 1F and S1B, S1C, and S1E Fig.

S2 Data Data underlying Fig 2A, 2B, 2C and 2K and S2–S6 and S7C–S7E Figs.

S3 Data Data underlying Fig 3B–3I and S8B–S8L Fig.

S4 Data Data underlying Fig 4G–4L and S9B–S9G Fig.

S5 Data Data underlying S11B Fig.

S6 Data Data underlying S13B Fig.

## Abbreviations

3D: three-dimensional
AP: anterior–posterior
AV: animal–vegetal
BMP: Bone Morphogenetic Protein
BSA: bovine serum albumin
CHX: cycloheximide
DV: dorsal–ventral
FDR: false discovery rate
FGF: Fibroblast Growth Factor
FISH: fluorescent in situ hybridization
GO: Gene Ontology
hpf: hours post fertilization
IACUC: Institutional Animal Care and Use Committee
MBS: Modified Barth’s Saline
pSmad5: phosphorylated Smad5
RNA-seq: RNA sequencing
RUM: RNA-seq Unified Mapper
scRNA-seq: single-cell RNA sequencing
Shh: Sonic Hedgehog

# Supplementary material for: The BMP signaling gradient is interpreted through concentration thresholds in dorsal–ventral axial patterning
**Source:** PLoS Biol. 2021 Jan 22;19(1):e3001059. doi: 10.1371/journal.pbio.3001059
**Supplement:** S1 Table — Related to Fig 1 and S1 Fig. List of names and RefSeq accession numbers of genes directly activated by BMP signaling during gastrulation, as well as the corresponding cluster number based on the Seurat predicted expression profile. Clusters 1, 2, and 3 are genes with predicted ventrally enriched expression. Cluster 4 contains the genes with predicted uniform profiles or significant dorsal expression. NS indicates genes that were not sequenced in the Farrell et al. (2018) scRNA-seq dataset. BMP, Bone Morphogenetic Protein; scRNA-seq, single-cell RNA sequencing.

Supplemental Table 1. BMP upregulated target genes

Related to Figure 1 and S1.

List of names and RefSeq accession numbers of genes directly activated by BMP signaling during gastrulation, as well as the corresponding cluster number based on the Seurat predicted expression profile. Clusters 1, 2, 3 are genes with predicted ventrally enriched expression. Cluster 4 contains the genes with predicted uniform profiles or significant dorsal expression. NS indicates genes that were not sequenced in the Farrell et al., 2018 scRNA-seq dataset.

**REFERENCES**

Farrell JA, Wang Y, Riesenfeld SJ, Shekhar K, Regev A, Schier AF. Single-cell reconstruction of developmental trajectories during zebrafish embryogenesis. Science (New York, NY). 2018;360(6392).

# Supplementary material for: The BMP signaling gradient is interpreted through concentration thresholds in dorsal–ventral axial patterning
**Source:** PLoS Biol. 2021 Jan 22;19(1):e3001059. doi: 10.1371/journal.pbio.3001059
**Supplement:** S2 Table — Related to S6 Fig. List of names and RefSeq accession numbers of genes directly inhibited by BMP signaling during gastrulation, as well as the expression domain predicted by Seurat. NE indicates predicted expression is not enriched along the DV axis. NS indicates genes that were not sequenced in the Farrell et al. (2018) scRNA-seq dataset. BMP, Bone Morphogenetic Protein; DV, dorsal–ventral; scRNA-seq, single-cell RNA sequencing.

Supplemental Table 2. BMP downregulated target genes

Related to Figure S3.

List of names and RefSeq accession numbers of genes directly inhibited by BMP signaling during gastrulation, as well as the expression domain predicted by Seurat. NE indicates predicted expression is not enriched along the DV axis. NS indicates genes that were not sequenced in the Farrell et al., 2018 scRNA-seq dataset.

| **Gene** | **Transcript** | **Predicted Domain** |
| --- | --- | --- |
| *chrd* | NM_130973 | dorsal |
| *her11* | NM_001003886 | dorsal |
| *sparc* | NM_001001942 | dorsal |
| *st8sia1* | NM_001327841 | dorsal |
| *zgc:113314* | NM_001033753 | dorsal |
| *def6a* | NM_201040 | NE |
| *grk7b* | NM_001033090 | NE |
| *ip6k2a* | NM_201470 | NE |
| *mhc1lia* | NM_001327882 | NE |
| *pmela* | NM_001045330 | NE |
| *si:ch211-133n4.4* | NM_001077376 | NE |
| *cpa4* | NM_001002217 | NS |
| *cyp2p9* | NM_200620 | NS |
| *zgc:86896* | NM_001002100 | NS |

**REFERENCES**

Farrell JA, Wang Y, Riesenfeld SJ, Shekhar K, Regev A, Schier AF. Single-cell reconstruction of developmental trajectories during zebrafish embryogenesis. Science (New York, NY). 2018;360(6392).

How the deposited data were processed for this re-analysis (not part of the article)

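RNA was measured by sequencing in 14 libraries of whole zebrafish embryos in 6 groups. Untreated wild-type and bmp7 mutant embryos gave 2 libraries each at 6 hpf and at 8 hpf, and CHX-treated bmp7 mutants gave 3 libraries with and 3 without BMP2/7 protein. The replicate number was read from the number after the letter C in each library heading. The totals ranged from 5034277 to 23153881 counts per library.

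The authors made the raw read counts by aligning stranded polyadenylated-RNA reads to GRCz11 with the RNA-seq Unified Mapper, per RefSeq transcript. The version of the mapper is not given in the sources used here, nor is whether the counting used strand. The authors' deposited table also gives normalized log2 values, brought by the authors to nearly the same distribution in every library by a method not given in the sources used here. Those log2 values were used only to check which libraries each comparison heading of the table joins. The log2 fold changes, average log2 CPM, p-values and FDR that the authors deposited come from edgeR on the counts, with a design and version that are not given in the sources used here. For the untreated libraries, the comparison headings of the table call the Aub-/+ libraries bmp7 and the Aub-/- libraries WT, while the CHX headings call Aub-/- libraries bmp7. The library headings were used instead, because bmp7a is low in the Aub-/- libraries. 14 gene symbols that a spreadsheet had turned into dates were restored from the transcript names.

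From the counts, differences were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after TMM normalization and the filter filterByExpr with a minimum count of 10. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The 8 untreated libraries were fitted as 4 groups and the 6 CHX libraries as 2 groups. The biological coefficient of variation was 0.270 and 0.220. Levels are CPM scaled by the TMM factors, with the SD over libraries. Where all libraries of a group had 0 counts, the fold is a lower bound against 3 counts over the group, and with 1 to 3 counts it is a ratio with a 95% counting interval. A total of 108 gene pairs have counts within 5% of each other in every library, so reads of such genes cannot be assigned to one of them. For 162 genes the transcript reported here differs from the one the authors chose.

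The test was tested on simulated data with 200 changed genes at the depth and spread of these libraries. At 6 hpf it recovered 29.9% of 2-fold, 82.1% of 4-fold and 97.0% of 8-fold changes, with 8 false calls of 147. At 8 hpf these shares were 8.96%, 77.6% and 97.0%, with 6 of 128. Under CHX they were 43.3%, 98.5% and 100%, with 7 of 168. The changed genes all had an average log2 CPM of at least 1, and each simulated gene varied independently. The shares may thus not hold for genes with fewer reads, or where libraries deviate together, as under CHX.

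The tests, the libraries in each fit, the gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from those said below to be chosen later. Named are bmp7a, each gene the paper names or lists in S1 Table and S2 Table, and 10 genes per direction and comparison with the largest fold change. The latter needed an adjusted p under 0.05, an average log2 CPM of at least 1, and every library of one group above every library of the other. Values in the paper's tables had been seen by then. From a gene list, the members with the smallest p were named as examples. A total of 112 genes met the rule.

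38 gene lists were written from textbook knowledge, from symbol patterns or from S1 Table and S2 Table. They were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01 and with an estimated one, and with fry. The copy of S2 Table used here holds 14 genes and was not tested as a set, so 37 lists were. Lists were counted as changed with adjusted p under 0.05 by camera in 17 cases at 6 hpf, 20 at 8 hpf and 26 under CHX. With an estimated correlation these numbers were 0, 10 and 16, and with fry 18, 18 and 22. At 6 hpf 9 lists had an unadjusted p under 0.05 with an estimated correlation. Overlaps of calls were tested with one-sided Fisher's exact tests over the genes tested in both fits.

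Same-numbered CHX libraries deviated together from their group means, with all 3 correlations above 0.1, so the replicate number is taken to pair them. This pairing comes from the data, since neither the paper nor the labels give a shared batch. Alternatives were the exact test and the likelihood ratio test of edgeR, DESeq2 1.42.0, RLE factors or library size in place of TMM, other filters, the replicate number as a block, other sets of libraries in a fit, a single transcript per gene, stricter thresholds, and leaving out each library.

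The reference tables are for the assembly GRCz12tu while the counts are on GRCz11, so they were used only for the order of genes and the chromosome they share, and no coordinates are given. Of 14532 transcripts, 14370 were matched to them. The copies of S1 Data Tables A, B and E used here hold 1998 genes each and served only to compare fold changes. The single-cell data, the imaging and the in situ hybridizations were not analysed here, and Gene Ontology terms were not used.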

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

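The tests at a common depth, of linkage, genetic background, direct BMP response, handling and heat shock response to BMP (with libraries left out), and the adjustment over the named genes alone, were chosen only after the result was seen.

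The paper does not discuss the following genes, which are the 3 with the largest fitted change in each direction outside its gene lists, by edgeR. At 6 hpf, prkcba, which encodes a protein kinase C, was at least 78.6-fold higher in wild-type than in bmp7 mutant embryos (adjusted p = 0.00301). tor4aa, of the torsin family, had a ratio of 623 (95% counting interval 111.6 to 24632; adjusted p = 0.001), and ubtd2, which encodes a ubiquitin domain protein, was at least 27.0-fold higher (adjusted p = 0.00384). Lower in wild-type were odf3b, at least 93.9-fold (adjusted p = 0.0021), septin3, whose mutant level was higher by a ratio of 124.2 (95% counting interval 33.8 to 1035; adjusted p = 0.00392), and crip1, with a log2 fold change of -6.23 (adjusted p = 0.000101). The rule for named genes already required every library of one group to lie above every library of the other. The 6 calls held in every setting tried, with the highest adjusted p at 0.0237.

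At 8 hpf, olig4, a bHLH gene, was at least 71.3-fold higher in wild-type (adjusted p = 0.00387 from edgeR), prkcba at least 15.95-fold (adjusted p = 0.0187), and chtf18 had a ratio of 238 (95% counting interval 65.7 to 1971; adjusted p = 0.000455). Lower in wild-type were odf3b, at least 16.1-fold (adjusted p = 0.0157), kazald3, with a mutant level higher by a ratio of 60.7 (95% counting interval 16.3 to 509; adjusted p = 0.0249), and slc7a14a, with a log2 fold change of -5.18 (standard error 0.69, adjusted p = 0.00629). Calls were lost for olig4 (adjusted p = 0.0551 without mutant 8 hpf replicate 2; 2.34e-15 to 0.0551 over all settings tried), for slc7a14a (0.0551 without mutant 8 hpf replicate 2; 3.51e-13 to 0.0551) and for kazald3 (0.118 without wild-type 8 hpf replicate 1, 0.0646 without wild-type 8 hpf replicate 2 and 0.122 without mutant 8 hpf replicate 1; 1.62e-06 to 0.122). The same held for prkcba (0.0563 without wild-type 8 hpf replicate 1, 0.078 without mutant 8 hpf replicate 1 and 0.178 without mutant 8 hpf replicate 2, and 0.0516 at a common depth; 5.83e-07 to 0.178) and odf3b (0.0526 without wild-type 8 hpf replicate 1, 0.0519 without wild-type 8 hpf replicate 2, 0.0737 without mutant 8 hpf replicate 1 and 0.128 without mutant 8 hpf replicate 2, and 0.0567 at a common depth; 3.05e-07 to 0.128). The adjusted p of chtf18 ranged from 1.8e-22 to 0.0223.

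With BMP2/7 protein under CHX, nog2 rose by a ratio of 2814 (95% counting interval 505 to 111170; adjusted p = 2.59e-05) from edgeR, otpb, a homeobox gene, at least 66.1-fold (adjusted p = 0.0303), and atoh8, a bHLH gene, at least 52.5-fold (adjusted p = 0.0118). irf8, egln3 and fgf24, which encodes an FGF ligand, fell with log2 fold changes of -2.80, -2.24 and -2.17 (adjusted p = 0.00405, 0.0032 and 0.0121). Calls were lost for otpb (adjusted p = 0.114 without CHX replicate 1, 0.0584 without CHX replicate 3 and 0.118 without CHX and BMP2/7 replicate 1; 2.07e-11 to 0.118 over all settings tried), atoh8 (0.0512 without CHX replicate 1 and 0.0577 without CHX and BMP2/7 replicate 1; 5.54e-15 to 0.0577) and fgf24 (0.0559 without CHX replicate 1 and 0.0663 without CHX and BMP2/7 replicate 1; 8.61e-10 to 0.0663). The real split of the 6 CHX libraries called 213 genes and was 1 of 10 splits, too few for a share under 0.05, and the highest other split called 0. With the replicate number as a block the real split called 750 genes and the 3 others that part all pairs called 0.

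The difference between wild-type and bmp7 mutant embryos was larger at 8 hpf than at 6 hpf for 4 of 37 gene lists in a test of the difference between the stages, taking lists that passed camera, camera with an estimated correlation, and fry. By camera 10 lists passed: 8 had a larger median at 8 hpf, heat shock had a smaller one (adjusted p = 4.04e-08; adjusted p = 0.275 with an estimated correlation), and germ cells changed sign, with medians of -0.22 at 6 hpf and 0.23 at 8 hpf (adjusted p = 0.0194; adjusted p = 0.275 with an estimated correlation). The non-neural ectoderm list missed the threshold with fry (camera, adjusted p = 8.2e-16; adjusted p = 0.0479 with an estimated correlation; fry, adjusted p = 0.0524). The median log2 difference was 1.20 for the 19 genes of S1 Table cluster 3 (camera adjusted p = 1.68e-15, fry adjusted p = 0.00279) and 1.27 for the 23 transcription factor genes of S1 Table (camera adjusted p = 6.85e-13, fry adjusted p = 0.0232). It was 0.53 for 19 genes that feed back on BMP signaling (camera adjusted p = 1.59e-08, fry adjusted p = 0.00713) and 1.54 for vox, vent and ved (camera adjusted p = 7.97e-10, fry adjusted p = 0.021). All 4 had adjusted p = 0.0266 with an estimated correlation, and the S1 Table genes were chosen by the study on these libraries. When adjusted over the list alone, edgeR called 10, 7, 3 and 2 genes. Over all genes edgeR called 0, with 555 at an unadjusted p under 0.05, DESeq2 called 29, and edgeR without wild-type 8 hpf replicate 1 called 6. Adjusted over the named genes alone, 11 genes passed, 10 larger at 8 hpf and tdrd7b smaller (-5.00, standard error 1.28, edgeR adjusted p = 0.0278). Of the 10, bambia had 2.15 (standard error 0.31, edgeR adjusted p = 0.0034), foxi1 had 4.56 (0.66, 0.0034), id3 had 1.46 (0.25, 0.00392), klf2b had 1.27 (0.28, 0.0178) and ved 1.54 (0.25, 0.00391).

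More genes differed between the genotypes at 6 hpf (1548) than at 8 hpf (316) by edgeR, and 1 mutant 8 hpf library is shallower than the rest. With every untreated library thinned to 5034277 counts, 5 draws called 1216 to 1270 genes at 6 hpf and 238 to 293 at 8 hpf, with a smallest ratio of 4.15, which argues against depth as the cause. The change from 6 to 8 hpf explained 5.19% of the variance of the 6 hpf difference over the called genes (r = 0.228). The 95% interval of 2.35 to 8.54 comes from resampled genes, which are not replicates. This argues against age as the main source of the 6 hpf difference, and a small difference in age between the genotypes cannot be excluded. With the libraries of each stage fitted apart the counts were 854 and 577, and they were 482 and 465 without wild-type 6 hpf replicate 1, and 262 and 281 without mutant 6 hpf replicate 2, which each leave a 6 hpf group with 1 library against 2 at 8 hpf. The 6 hpf count was the higher in every setting that kept all libraries. A stronger effect of the mutation at 6 hpf stays open for single genes. For these the test of the difference between the stages called 0 genes by edgeR (555 at an unadjusted p under 0.05, and 29 by DESeq2). By camera 8 lists were larger at 8 hpf and 1 at 6 hpf, and 5 lists passed with an estimated correlation. The 8 lists overlap and include S1 Table lists that the study chose on these libraries. Their number is thus no count of separate evidence and says little about the other genes called at 6 hpf.

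At least 16-fold different by the fitted fold change at both stages were 48 genes, 39 higher and 9 lower in wild-type; 19 have 0 counts in a group, and with these at their bound 39 genes keep 16-fold. Of the 48, 2.08%, which is bmp7a itself and no other gene, lie on the chromosome of bmp7a against 3.33% of other tested genes (one-sided Fisher's exact test, p = 0.804), which argues against linkage to the mutation. For the 19 tested under CHX the median log2 change toward wild-type with BMP2/7 protein was 0.0272 (95% interval -0.0304 to 0.240), and szl alone was called. This argues against a direct response to BMP for these 19 as a set. The rest of the 48 were left out by the filter under CHX, so the test does not cover them. In neither CHX group did any of them have a mean above the 0.739 CPM of gdi2 with BMP2/7 protein. In wild-type at 6 hpf, gdi2 stood at 149.6, ncor1 at 39.3 and riok2 at 32.2 CPM. For genes with such wild-type levels this argues against a direct rise with the protein under CHX. Where wild-type embryos have few reads too, the levels cannot decide. A different genetic background of the wild-type and mutant embryos may explain some of the 48: 4 pairs are next to each other among tested genes (actb1 and prkcba, znf1162 and zgc:194221, riok2 and bcl7a, bcl7a and ncor1), against a median of 0 and a maximum of 3 in random sets (p = 0.0001, the smallest 10000 permutations can give). Indirect effects of BMP stay open and untested, and in 41 of the 48 genes the CHX-treated mutants lay nearer to the untreated mutants than to wild-type.

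Of 15 heat shock genes, 5 were higher in wild-type at 6 hpf by edgeR: hsp70.3, hsp90aa1.2, hspa5, hspd1 and hspe1, with a median log2 fold change of 2.64 (8 when adjusted over the list alone; camera, adjusted p = 0.000805; adjusted p = 0.438 with an estimated correlation). Handling of single batches of embryos cannot be told apart from biology, because the largest median log2 difference between replicates was 0.79, in wild-type 8 hpf embryos, between the levels set for either reading. There hsp70.3 stood at 152 and 6.22 CPM in replicates 1 and 2, against 30.4 and 38.5 CPM in mutants. Whether BMP signaling raises these genes stays open too, since the median was 0.96 at 8 hpf but -0.35 without wild-type 8 hpf replicate 1, and none of the 15 was called there, nor when adjusted over the list alone. Under CHX the median was -0.17, and with the replicate number as a block 1 heat shock gene rose and 5 fell.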

How the results depend on the processing

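The tests at a common depth, the replicate block for the gene lists, and leaving out libraries for the wild-type stage comparison, for the heat shock genes and for the level that remains in mutants were chosen only after the result was seen. Counts are by edgeR unless another tool is named.

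At 6 hpf the count of 1548 genes stayed within 1.5 times with the exact test (2089), likelihood ratio test (2196), DESeq2 (2001), RLE (1527), library size alone (1550), no filter (1784), a filter at 1 CPM (1584), 1 transcript per gene (1535), a common depth (1242) and a 2-fold minimum (1212). It was 2407 with the replicate number as a block, 2418 with all 14 libraries in one fit, 854 with the libraries of that stage alone, and 262 to 1562 without single libraries. At 8 hpf the 316 genes stayed within 1.5 times with RLE (311), library size alone (326), a filter at 1 CPM (351), 1 transcript per gene (306), a common depth (238) and a 2-fold minimum (296). They were 929 with the exact test, 1009 with the likelihood ratio test, 887 with DESeq2, 628 with no filter, 941 with the block, 950 with all 14 libraries, 577 with that stage alone, and 44 to 465 without single libraries. At an adjusted p under 0.01 the counts were 224 and 60, as a stricter threshold must lower them. For the untreated libraries, no source used here gives a shared batch. Deviations of same-numbered wild-type and mutant libraries of a stage correlated with r = 0.327 at 6 hpf and -0.0623 at 8 hpf. Libraries of the same genotype were not compared between the stages, so a link between them was not tested, and the joint fit assumes none.

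Under CHX the 213 genes became 361 with the exact test, 372 with the likelihood ratio test, 381 with DESeq2, 750 with the block, 96 at an adjusted p under 0.01, and 89 to 192 without single libraries. They stayed within 1.5 times with RLE (211), library size alone (218), no filter (253), a filter at 1 CPM (218), all 14 libraries (208), 1 transcript per gene (215) and a 2-fold minimum (189). The block made 17 more named genes pass and took none away. In the overlaps that follow, the block was in the untreated fit as well. The 30 genes raised and higher in wild-type became 60, 62 and 54 with the 3 other tests in that order, 46 with no filter, 101 with the block, 8 at 0.01, 12 for both stages together, 18 for 8 hpf, and 16 to 34 without single libraries. The 6 genes lowered and lower in wild-type became 22, 23, 24, 62 with the block, 1 at 0.01, 1 for both stages, 1 for 8 hpf, and 1 to 6 without single libraries.

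The 0 genes whose difference changed between the stages by edgeR (555 at an unadjusted p under 0.05) became 29 with DESeq2, 3 with no filter, and 0 to 6 without single libraries, with 6 without wild-type 8 hpf replicate 1. The 176 genes changed between 6 and 8 hpf in wild-type became 525 with the block, 569 with DESeq2, and 12 to 227 without single libraries (12 without wild-type 6 hpf replicate 1, 35 and 52 without wild-type 8 hpf replicates 1 and 2). In the 6 hpf, 8 hpf and CHX comparisons together, 63 gene lists passed, 26 with an estimated correlation and 66 with the block. Under CHX, 16 lists passed with an estimated correlation, and with the block as well camera passed 0 (13 at an unadjusted p under 0.05) and fry 16. The chromosome that passed over the calls of both stages gave 0 for 6 hpf and 0 for 8 hpf alone. The median level that remains in mutants, 37.5% and 27.9%, was 36.2% and 26.9% with library size alone and 32.7 to 37.5% and 29.3 to 32.4% without single libraries. The median log2 difference of the heat shock genes at 8 hpf, 0.96, was -0.35 without wild-type 8 hpf replicate 1 and 0.75 to 1.21 without others.

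Counting each named gene in each setting, called or not, the outcome of the test was the same 5716 times, 330 calls were gained, 442 were lost and none had the opposite sign after a call. Of the named genes called, 29 of 57 at 6 hpf, 15 of 50 at 8 hpf and 29 of 67 under CHX were called in every setting. Apart from stricter thresholds and fewer libraries, the cause was not tested. Where a group is left with 1 library, that library is assumed to vary like the other groups. The alternative for values that are not counts was not run, because the table holds counts. Thinning to 5034277 counts per library called 1216 to 1270 genes at 6 hpf and 238 to 293 at 8 hpf over 5 draws, so depth limits how many genes are called.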

Differences from the paper's values

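The tests named here were all set before the data were examined. The paper states FDR under 0.05 as its threshold, the same as here.

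At 8 hpf the paper's count is 852 genes and the edgeR quasi-likelihood count here is 316. Within 1.5 times of the paper's were the exact test (929), the likelihood ratio test (1009), DESeq2 (887), no filter (628), the replicate block (941), all 14 libraries in one fit (950) and the libraries of that stage alone (577). RLE factors, library size alone, a filter at 1 CPM, 1 transcript per gene, leaving out each library (44 to 465), an adjusted p under 0.01 and a 2-fold minimum did not come within it.

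Under CHX the paper's count is 363 genes with 274 raised, and the counts here are 213 and 180. For both counts, the exact test (361 and 258), the likelihood ratio test (372 and 263), DESeq2 (381 and 274) and no filter (253 and 208) came within 1.5 times. Library size alone did so for the raised genes (188) and not for all genes (218). RLE factors, a filter at 1 CPM, the replicate block (750 and 422), all 14 libraries in one fit, 1 transcript per gene, leaving out each library, an adjusted p under 0.01 and a 2-fold minimum did not.

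The paper's 57 genes raised under CHX and higher in wild-type compare with 30 here. For the overlaps, the block was in the untreated fit as well as the CHX fit. The exact test (60), the likelihood ratio test (62), DESeq2 (54) and no filter (46) came within 1.5 times, and RLE factors, library size alone, a filter at 1 CPM, the block (101), all 14 libraries in one fit, 1 transcript per gene, leaving out each library, an adjusted p under 0.01, a 2-fold minimum, and both stages together or either stage alone did not. The paper's 15 genes lowered and lower in wild-type compare with 6 here. The exact test came within 1.5 times (22), and the likelihood ratio test (23), DESeq2 (24), RLE factors, library size alone, no filter, a filter at 1 CPM, the block (62), all 14 libraries in one fit, 1 transcript per gene, leaving out each library, an adjusted p under 0.01, a 2-fold minimum and the choices of stage did not. The copy of S2 Table used here holds 14 genes.

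The 6 hpf count lay within 1.5 times of the paper's. At FDR under 0.05 the authors' deposited values give 1559, 852 and 363 changed genes at 6 hpf, at 8 hpf and under CHX, which are the paper's counts. They also give 57 shared raised genes, all 57 in S1 Table, and 15 shared lowered genes. The gaps thus come from how the counts were processed here and by the authors, and no single step was singled out. Of the genes called here, 1213 of 1548 at 6 hpf, 312 of 316 at 8 hpf and 208 of 213 under CHX are also called in the authors' deposited table. The log2 fold changes here and in the authors' deposited table correlated with r = 0.978, 0.972 and 0.991. None of 45 log2 fold changes compared with the supplement differed in sign or by more than their standard error here, with a median difference of 0.06 and 0.29 at most. In the copy of S1 Data used here, Table A is headed 6 hpf and holds the values of 8 hpf, and Table E is headed 8 hpf and holds those of 6 hpf.

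The paper lists tp63, msx2b and crabp2b among genes that depend on BMP or respond to it, and these did not pass the edgeR quasi-likelihood test in each comparison. For tp63 the adjusted p was 0.0865 at 8 hpf, and it passed with the exact test (0.0208), the likelihood ratio test (0.00974), DESeq2 (0.0208), no filter (0.038) and all 14 libraries (0.0237). Under CHX it was 0.0679, and it passed with the exact test (0.000899), the likelihood ratio test (0.000821), DESeq2 (0.000118), library size alone (0.044), no filter (0.0343), the block (0.00131) and leaving out CHX replicate 2 (0.0253). For msx2b at 8 hpf it was 0.06, and it passed with the exact test (0.0017), the likelihood ratio test (0.000105), DESeq2 (0.00274), no filter (0.0106), the block (0.0385), all 14 libraries (0.0138), that stage alone (0.047) and leaving out wild-type 8 hpf replicate 2 (0.0428). For crabp2b under CHX it was 0.268, and it passed with the block (0.000462) and leaving out CHX replicate 2 (0.0188). All of these had the paper's direction, and over all settings tried the adjusted p ranged from 0.00974 to 0.368 and 0.000118 to 0.255 for tp63, 0.000105 to 0.288 for msx2b and 0.000462 to 0.629 for crabp2b.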

Other observations

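The tests of single libraries left out of the wild-type stage comparison were chosen only after the result was seen.

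Of 9 genes of the Hippo pathway, 3 were higher in wild-type than in mutants at 6 hpf by edgeR: yap1, which encodes a transcriptional coactivator (log2 fold change 2.22, standard error 0.37, adjusted p = 0.00886), tead1a (2.08, 0.38, 0.0118) and lats2 (2.78, 0.58, 0.0179). At 8 hpf yap1 was higher (2.28, 0.38, 0.0178), and under CHX BMP2/7 protein raised lats1 (1.36, 0.27, 0.0471). When adjusted over the list alone 5, 5 and 3 genes passed, and 3 rose under CHX with the replicate number as a block. camera gave adjusted p = 0.00924, 0.00286 and 0.00291, or adjusted p = 0.18, 0.0723 and 0.0678 with an estimated correlation. The lats1 call was lost at an adjusted p of 0.185 without CHX replicate 1, 0.179 without CHX and BMP2/7 replicate 1, 0.106 without CHX and BMP2/7 replicate 2 and 0.144 without CHX and BMP2/7 replicate 3 (5.2e-05 to 0.185 over all settings tried), and for yap1, tead1a and lats2, which were chosen after their values were seen, libraries were not left out.

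Between 6 and 8 hpf in wild-type embryos, 176 genes changed by edgeR, 107 higher and 69 lower at 8 hpf. Of 19 Hox genes, 11 were higher at 8 hpf (18 when adjusted over the list alone), with a median log2 fold change of 6.44 (camera, adjusted p = 1.39e-44; adjusted p = 0.0763 with an estimated correlation). hoxc3a had 908 counts at 8 hpf and 3 at 6 hpf, a ratio of 378 (95% counting interval 129 to 1834; adjusted p = 0.00265), and hoxc8a a log2 fold change of 6.97 (standard error 0.52, adjusted p = 0.00395). The homeobox genes rx3 and six7, of the eye field and forebrain, had log2 fold changes of 6.66 (standard error 0.65, adjusted p = 0.0064) and 2.59 (standard error 0.26, adjusted p = 0.0064). Of 8 germ cell genes 2, ddx4 and gra, were lower at 8 hpf (3 when adjusted over the list alone; camera, adjusted p = 1.4e-05; adjusted p = 0.0805 with an estimated correlation), and ddx4, the vasa gene, had a log2 fold change of -1.88 (standard error 0.27, adjusted p = 0.018). In each of these genes both libraries of one stage lay above both of the other. rx3, six7, ddx4, gra and the Hox genes named here were chosen after their values were seen. The count was 12 without wild-type 6 hpf replicate 1, 35 without wild-type 8 hpf replicate 1 and 52 without wild-type 8 hpf replicate 2.

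Among housekeeping genes, actb1, which encodes a beta-actin and was chosen after its values were seen, was higher in wild-type than in mutants, with a log2 fold change of 6.69 (standard error 0.26, adjusted p = 6.55e-06 from edgeR) at 6 hpf and 6.74 (standard error 0.26, adjusted p = 7.85e-06) at 8 hpf. Of the 9 genes of that list, 3 were higher at 6 hpf and 1 at 8 hpf, and none was lower (3 higher and 2 lower, and 3 and 1, when adjusted over the list alone). camera gave adjusted p = 0.01 and 0.00195, or adjusted p = 0.18 and 0.0723 with an estimated correlation. actb1 is among the 48 genes at least 16-fold different at both stages and lies next to prkcba, another of them. With all libraries normalized together it stood at 479 CPM in wild-type at 6 hpf. Under CHX it stood at 11.1 CPM with and 8.44 CPM without BMP2/7 protein, a change that was not called. A different genetic background may explain the difference in actb1, which was not tested for this gene alone.

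With all 14 libraries normalized together, bmp7a stood at 18.8 ± 4.08 CPM (SD, n = 3) in CHX-treated bmp7 mutants and 2.61 ± 1.02 CPM (SD, n = 2) in untreated mutants at 6 hpf, a difference that was not tested. Of 25 chromosomes, 1 held more genes called at 6 or 8 hpf than the others (Fisher's exact test, adjusted p = 0.038), with 73 of 324 tested genes called, 22.5% against 15.7% elsewhere. It is not the chromosome of bmp7a. With the calls of 6 hpf or of 8 hpf alone no chromosome passed, and the smallest adjusted p was 0.0788 and 0.193.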
